# COMMD10 Is Essential for Neural Plate Development during Embryogenesis

**DOI:** 10.3390/jdb11010013

**Published:** 2023-03-16

**Authors:** Khanh P. Phan, Panayiotis Pelargos, Alla V. Tsytsykova, Erdyni N. Tsitsikov, Graham Wiley, Chuang Li, Melissa Bebak, Ian F. Dunn

**Keywords:** COMMD10, Sox10, neural crest, embryonic development

## Abstract

The COMMD (copper metabolism MURR1 domain containing) family includes ten structurally conserved proteins (COMMD1 to COMMD10) in eukaryotic multicellular organisms that are involved in a diverse array of cellular and physiological processes, including endosomal trafficking, copper homeostasis, and cholesterol metabolism, among others. To understand the role of COMMD10 in embryonic development, we used *Commd10^Tg(Vav1-icre)A2Kio^*/J mice, where the *Vav1-cre* transgene is integrated into an intron of the *Commd10* gene, creating a functional knockout of *Commd10* in homozygous mice. Breeding heterozygous mice produced no COMMD10-deficient *(Commd10^Null^)* offspring, suggesting that COMMD10 is required for embryogenesis. Analysis of *Commd10^Null^* embryos demonstrated that they displayed stalled development by embryonic day 8.5 (E8.5). Transcriptome analysis revealed that numerous neural crest-specific gene markers had lower expression in mutant versus wild-type (WT) embryos. Specifically, *Commd10^Null^* embryos displayed significantly lower expression levels of a number of transcription factors, including a major regulator of the neural crest, *Sox10*. Moreover, several cytokines/growth factors involved in early embryonic neurogenesis were also lower in mutant embryos. On the other hand, *Commd10^Null^* embryos demonstrated higher expression of genes involved in tissue remodeling and regression processes. Taken together, our findings show that *Commd10^Null^* embryos die by day E8.5 due to COMMD10-dependent neural crest failure, revealing a new and critical role for COMMD10 in neural development.

## 1. Introduction

Endosomes are intracellular lipid bilayer organelles that regulate the trafficking of biological cargo between the plasma membrane and other subcellular compartments, including the *trans*-Golgi network and lysosomes. Following endocytosis, transmembrane proteins undergo sorting to be recycled back to the cell surface or sent for degradation in lysosomes. Cell surface recycling is essential for membrane receptor maintenance and is executed by two distinct protein complexes: Retromer and Retriever (reviewed in [1]). Each of these recycling complexes associates with other multi-protein structures, such as the Wiscott-Aldrich and Scar Homolog (WASH) complex and the COMMD/CCDC93/CCDC22 (CCC) complex [2,3]. Mutations in these multi-protein complexes are increasingly associated with human pathologies, including neurodegenerative and developmental disorders [4,5,6,7]. 

The COMMD (copper metabolism MURR1 domain)-containing subunit of the CCC complex includes several COMMD family proteins [1]. All members of this family share a unique C-terminal motif termed a COMM domain, which fosters homo- and hetero-dimerization of COMMD proteins and facilitates interactions with CCDC22 and CCDC93. On the other hand, the N-terminal region is unique in each COMMD protein, suggesting their diverse functions [8]. The first identified member of this family, COMMD1, was discovered to be mutated in Bedlington terriers with copper toxicosis [9]. Subsequently, COMMD1 was demonstrated to regulate the endosomal sorting of the copper transporter ATP7A [2]. COMMD1 also participates in the downregulation of nuclear factor kappa B (NF-κB)-dependent transcription [10,11].

The analysis of *Commd10* conditional knockout mice with targeted deficiency to myeloid cells and macrophages demonstrated its direct role in propagating phagolysosomal maturation and clearing of monocyte-driven inflammation [12] and infection [13]. However, *Commd10* is ubiquitously expressed, suggesting its role in other tissues [14,15]. Here, we examine the role of COMMD10 in the embryonic development of mice with a disrupted *Commd10* gene.

## 2. Materials and Methods

### 2.1. Mice

*Commd10^Het^* mice were bought from the Jackson Laboratory (B6.Cg-Commd10^Tg(Vav1-icre)A2Kio^/J, Stock # 008610) [16]. Wild-type (WT) and *Commd10^Null^* embryos were generated by interbreeding of *Commd10^Het^* littermates. Animals were housed and bred in a specific pathogen-free animal facility and fed a standard diet. All mouse breeding and procedures were carried out according to the laboratory animal protocol approved by the IACUC. Animal genotyping was based on the detection of the intact *Commd10* allele and *iCre* by real-time PCR using a DuPlex PCR approach with the following TaqMan assays:

Commd10-Fwd: CGGGTCTTCCCATCTCATTT

Commd10-Rev: TCAACTGGTTAGTCGGGATTG

Commd10 Probe: CAGACACACCCAGAGGCTCATTCATT

iCre-Fwd: TGGGCATTGCCTACAACA

iCre-Rev: ATCAGCATTCTCCCACCATC

iCre Probe: CGCATTGCCGAAATTGCCAGAATCA

### 2.2. Embryological Analysis

In order to harvest embryos at specified embryologic stages, timed pregnancies were set up by breeding *Commd10^Het^* mice. The embryos were considered 0.5 days post coitus (dpc) at noon on the day of detection of the vaginal plug. At embryonic days 8.5 (E8.5), E9.5, and E10.5, females were euthanized and embryos extracted. Embryonic genotyping was performed on genomic DNA purified from yolk sacs. Whole embryo images were obtained at total magnifications of 15× and 45× (combination of magnifications of 1.5× and 4.5× objective lens with 10× ocular lens) using an AmScope microscope with a MU1003 digital camera and AmScope software (AmScope).

### 2.3. Western Blot Analysis

Whole embryos were lysed in 1× Laemmli Sample Buffer (BIO-RAD, Hercules, CA, USA, 1610747) with 50 mM DTT, mixed with glass beads, and shaken in an Eppendorf shaker at 2000 RPM at 85 °C for 10 min. Samples were run on a 4–15% Mini-PROTEAN^®^ TGX™ Protein Gel (BIO-RAD, 4561083); transferred to nitrocellulose membranes, which were blocked with Blotting-Grade Blocker (BIO-RAD, 1706404); and probed with anti-COMMD10 (Fisher Scientific, Waltham, MA, USA, PIPA531868; RRID: AB_2549341), anti-COMMD1 (Fisher Scientific, PIPA598616; RRID: AB_2813229), or anti-Sp1 antibody (Sigma-Aldrich, St. Louis, MO, USA, 07-645). Goat anti-rabbit IgG, HPR-linked (Cell Signaling Technologies, Danvers, MA, USA, 7074) was used as a secondary antibody. Sp1 levels were measured as loading controls.

### 2.4. RNA Extraction

WT and *Commd10^Null^* embryos at days E8.5, E9.5, and E10.5 were extracted from yolk sacs and immediately placed in Invitrogen™ RNA*later*™ Stabilization Solution (Fisher Scientific, AM7023). They were kept at 4 °C for 24 h and transferred to −80 °C for long-term storage before RNA extraction. Total RNA was extracted using the RNeasy Plus Micro Kit (QIAGEN, Hilden, Germany, 74034) and QIAshredder (QIAGEN, 79656) according to the manufacturer’s instructions. 

### 2.5. RNA-seq and Differential Expression (DE) Analysis

Total RNA purified from WT and *Commd10^Null^* embryos at E8.5, E9.5, and E10.5 was subjected to full transcriptome sequencing. At least three biological repeats were carried out for each condition. 3′-end RNA libraries were made using the Lexogen QuantSeq 3′ mRNA-seq Library Prep Kit FWD for Illumina. Sequencing was performed from single-end 75bp on an Illumina NextSeq High Output.

Post-sequence reads were quality-filtered for length and contaminants and were trimmed for Illumina adapters using BBDuk [17]. The resulting reads were pseudo-aligned to coding regions of the mouse reference genome (mm10) using STAR [18]. Gene annotation was performed via the R package biomaRt [19]. Differential expression was calculated using the Wald test implemented in the R package DESeq2 [20]. Significantly differentially expressed genes were defined as those that had both an absolute log2Fold change ≥ 1 and a false discovery rate (FDR) adjusted *p*-value ≤ 0.05 for each comparison independently.

### 2.6. Quantitative PCR (RT-qPCR)

Whole embryo total RNA was used to measure gene mRNA levels by real-time qPCR. Reverse transcription and cDNA amplification were performed in one tube using qScript™ XLT One-Step RT-qPCR ToughMix^®^, Low ROX™ (VWR Quanta Biosciences™, Beverly, MA, USA, 95134) on an Applied Biosystems 7500 Fast Real-Time PCR System (Fisher Scientific). Sample reactions were run in 3–6 replicates. Each mRNA analysis was run in a DuPlex PCR reaction with *Gapdh* as an internal control. Standard curves for each gene were run to verify the linear range of amplification. Input RNA was kept under 200 ng per reaction to stay within the linear range for *Gapdh* levels. 

All data were analyzed in Microsoft Excel with the built-in analysis methods. TaqMan assays used for RT-qPCR are as follows (m–mouse assays):

mGapdh-Fwd: CCTGTTGCTGTAGCCGTATT

mGapdh-Rev: AACAGCAACTCCCACTCTTC

mGapdh Probe: TTGTCATTGAGAGCAATGCCAGCC

mSox10-Fwd: GCTATTCAGGCTCACTACAAGA

mSox10-Rev: GGACTGCAGCTCTGTCTTT

mSox10 Probe: ATGTCAGATGGGAACCCAGAGCAC

## 3. Results and Discussion

To examine the role of COMMD10 in embryonic development, we used B6.Cg-*Commd10^Tg(Vav1-icre)A2Kio^*/J mice (Jackson Laboratory; stock #008610). In these mice, the *Vav1-iCre* transgene is integrated into the intron between exons 5 and 6 of the *Commd10* gene on chromosome 18 (Figure 1a) [16]. The insertion resulted in a functional knockout of *Commd10* in homozygous (*Commd10^Null^*) mice [21]. Crossbreeding of *Commd10* heterozygous (*Commd10^Het^*) littermates produced no *Commd10^Null^* newborn mice, while WT and heterozygous genotypes were born at the expected Mendelian ratio (Figure 1b). These results are consistent with those of a viability primary screen phenotypic assay performed on another *Commd10* mutant mouse strain (*Commd10^tm1a(EUCOMM)Wtsi^*) from the EUCOMM consortium (strain #EPD065) at https://www.mousephenotype.org/data/genes/MGI:1916706 (accessed on 17 July 2022). However, the phenotype of these mice has not been reported in the literature. Thus, the essential role of COMMD10 in embryonic development was confirmed by using two different mouse strains with deficient COMMD10 expression.

E8.5 *Commd10^Null^* embryos were visually abnormal and displayed abnormal neural plate morphology and growth retardation, but still remained comparable in size and yielded a comparable amount of RNA for analysis (Figure 1c). E9.5 and E10.5 mutant embryos showed progressive degradation and signs of tissue resorption (Figure S1a). Western blot analysis of E8.5 embryo lysates demonstrated lower levels of COMMD10 protein in *Commd10^Het^* embryos and its complete absence in *Commd10^Null^* embryos compared with WT embryos (Figure 1d). 

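The count of *Commd10* itself was higher in *Commd10 Null* embryos than in WT embryos at each of the 3 stages. At E8.5 it was 85.8 ± 3.48 CPM (counts scaled to library size; SD, n = 3) in *Commd10 Null* embryos and 42.3 ± 4.32 CPM (SD, n = 10) in WT embryos, a log2 fold change of 1.02 (SE 0.10, adjusted p = 0.000133 from edgeR's quasi-likelihood test). At E9.5 it was 78.1 ± 15.2 CPM (SD, n = 3) against 48.4 ± 4.65 CPM (SD, n = 9), a log2 fold change of 0.69 (SE 0.12, adjusted p = 0.000527 from edgeR). At E10.5 it was 89.7 ± 7.02 CPM (SD, n = 3) against 50.2 ± 1.94 CPM (SD, n = 4), a log2 fold change of 0.84 (SE 0.09, adjusted p = 5.79e-06 from edgeR). Every *Commd10 Null* library lay above every WT library of its stage. *Commd10* (ENSMUSG00000042705) lies on the plus strand of chromosome 18 of GRCm38 (mm10) from 46958816 to 47234284. The *Vav1-iCre* transgene is integrated in the intron between exons 5 and 6, which in the transcript Commd10-201 runs from 46990590 to 47086251. The library kit primes at the poly(A) tail, and the last exon of this transcript, exon 7, lies downstream of the insertion from 47087028 to 47087995. Other annotated transcripts end elsewhere, such as Commd10-211 at 47035807, within intron 5, and the positions of the tags were not examined here. The count therefore checks neither the genotype labels nor the loss of the protein. The Western blot of the paper runs the other way, with no COMMD10 protein detected in E8.5 *Commd10 Null* embryos (Figure 1d). Reads of the iCre cassette were not analysed here.

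**Figure D1:**
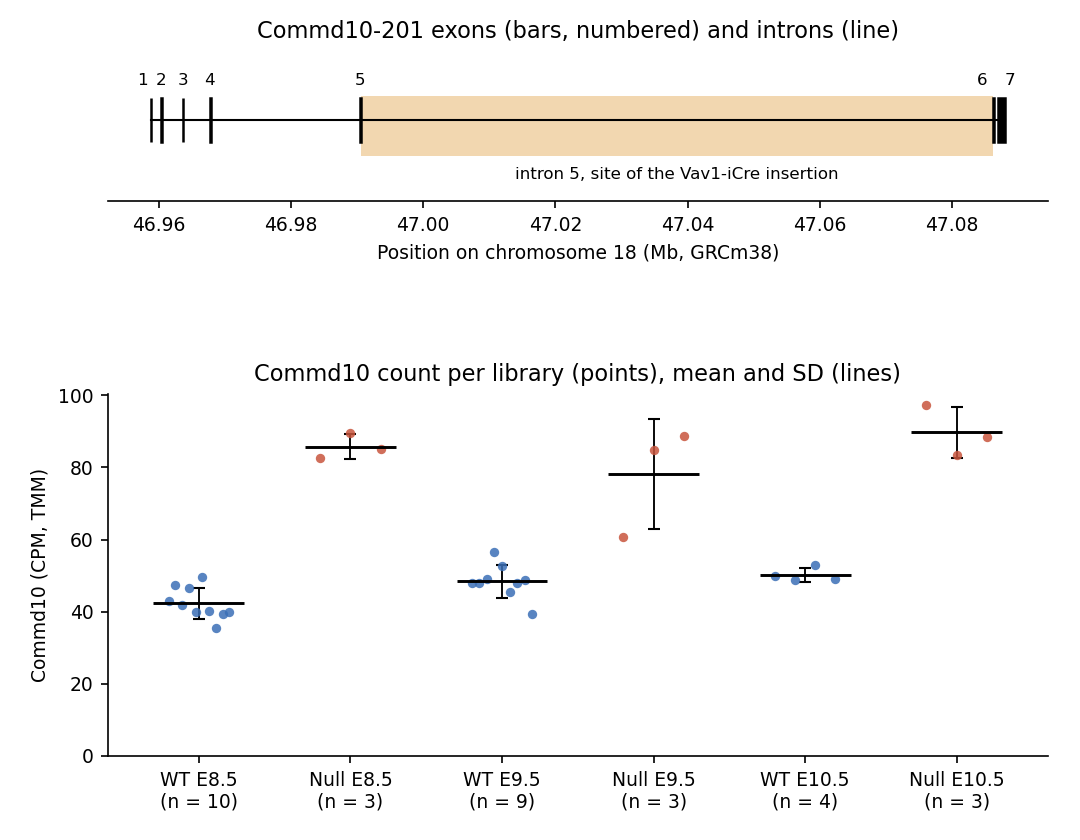
Top, exons of the transcript Commd10-201 on chromosome 18 of GRCm38 (x axis, position in Mb), with intron 5, which holds the insertion, shaded. Bottom, *Commd10* in CPM (y axis) per library (points) in the 6 groups, with the mean and SD as lines. At each stage all points of *Commd10 Null* embryos lie above all points of WT embryos.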

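Messenger RNA of whole embryos freed from the yolk sac was counted in 32 libraries, from 10 WT and 3 *Commd10 Null* samples at E8.5, 9 and 3 at E9.5, and 4 and 3 at E10.5. The paper gives at least 3 biological repeats per condition, while whether each library holds 1 embryo, and which litter it came from, is not given in the sources used here. The libraries were made with QuantSeq 3′ FWD, which yields 1 tag near the 3′ end of each captured transcript, and were sequenced in single-end mode. The paper trimmed reads with BBDuk and aligned them with STAR to the coding regions of mm10, while the submitters' processing notes name Trimmomatic 0.35 for the trimming. The counting tool, its strand setting and the annotation release are not given in the sources used here. Total counts per library ran from 7025188 to 9069005 (median 7971614). By group they were 7346301 to 8583012 (median 8189180) in WT E8.5, 7462991 to 7960930 (median 7775047) in *Commd10 Null* E8.5, 7025188 to 8328137 (median 7850057) in WT E9.5, 8017017 to 9069005 (median 8163566) in *Commd10 Null* E9.5, 7890761 to 8483867 (median 8059850) in WT E10.5, and 7992292 to 8198088 (median 8059632) in *Commd10 Null* E10.5. A single identifier without a gene symbol held a different share of the counts in the groups. It took 15.0 to 19.8% in WT E8.5, 18.8 to 22.8% in *Commd10 Null* E8.5, 4.17 to 8.83% in WT E9.5, 20.2 to 22.1% in *Commd10 Null* E9.5, 2.98 to 5.71% in WT E10.5, and 17.3 to 20.3% in *Commd10 Null* E10.5 libraries. Each stage was tested apart with edgeR after TMM normalization and its default filter on low counts, and all fold changes are *Commd10 Null* over WT. Genes passed the test at an adjusted p of 0.05 or less, and those that also had a log2 fold change of at least 1 in size were counted as DEGs. Intervals and lower bounds given for counts cover counting error only.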

To examine the root cause of the developmental failure of *Commd10^Null^* embryos, we carried out comparative transcriptome analyses of mutant and WT embryos (Figure S1b). Figure 2a shows the gene expression principal component analysis (PCA) plot. 

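WT embryos of E8.5 differed from one another, in *Tnnt2* and *Tfap2b* for example. *Tnnt2*, which encodes troponin T of the heart muscle, was at 85.3 ± 55.2 CPM (SD, n = 10) in them. *Tfap2b*, a transcription factor gene of the neural crest, was at 12.2 ± 11.2 CPM (SD, n = 10). *Mdk*, a growth factor gene, varied less, at 948 ± 164 CPM (SD, n = 10). In a PCA of the 500 most variable genes over all 32 libraries, after the variance stabilizing transformation of DESeq2, WT E8.5 libraries lay on average 8.29 units (SD 4.37, n = 10) from the centroid of their group in the plane of PC1 and PC2. WT E9.5 libraries lay 2.09 units (SD 1.42, n = 9) from theirs, a difference larger than the spread (exact two-sided permutation test, p = 0.000985, Benjamini-Hochberg adjusted p = 0.00493 over 5 comparisons). *Commd10 Null* E10.5 libraries lay 1.07 units (SD 0.518, n = 3) from theirs (exact permutation p = 0.0175, adjusted p = 0.0437). For WT E10.5 libraries, at 3.00 units (SD 1.68, n = 4), and *Commd10 Null* E8.5 libraries, at 3.72 units (SD 1.30, n = 3), the difference did not pass after adjustment (adjusted exact permutation p = 0.0699 and 0.135).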

The cluster of WT samples on E8.5 appears stretched compared with other clusters, indicating some variability among WT samples on that day. The rest of the clusters are tight without any overlap. 

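The 3 *Commd10 Null* libraries of E9.5 differed in *Ttr*, *Amn* and *Rhox6*. *Ttr*, a carrier of thyroid hormone made in the yolk sac endoderm, was at 93.1, 236 and 1459 CPM in replicates 1, 2 and 3. *Amn*, a subunit of an endocytic receptor of the same tissue, was at 6.08, 35.1 and 397 CPM. *Rhox6*, a homeobox gene of the placenta, was at 3.53, 10.4 and 145 CPM. On the plane of PC1 and PC2 these libraries lay on average 12.3 units (SD 5.598, n = 3) from their centroid, which rests on replicate 3: without it the other 2 lay 1.81 units from theirs, a setting chosen after seeing the data. Their distance was not shown to differ from that of WT E8.5 libraries (exact two-sided permutation test, p = 0.217, and 0.217 after adjustment over 5 comparisons). Of the WT E8.5 libraries 9 of 10, and of the *Commd10 Null* E9.5 libraries 3 of 3, lay nearer to the centroid of another group than to their own, while every library of the other 4 groups lay nearest to its own. Without *Commd10 Null* E9.5 replicate 3 these were 7 of 10 and 0 of 2, and without replicate 1 they were 4 of 10 and 2 of 2. The nearest single library was of another group for 3 WT E8.5, 1 *Commd10 Null* E8.5 and 2 *Commd10 Null* E9.5 libraries. *Commd10 Null* E9.5 replicate 3 lay nearest to WT E8.5 replicate 6, and *Commd10 Null* E8.5 replicate 2 nearest to WT E8.5 replicate 8.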

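In WT embryos, *Hba-a1* and *Hes5* had a higher mean CPM at each later stage. *Hba-a1*, an alpha globin gene, was at 27.6 ± 14.4 CPM (SD, n = 10) at E8.5, 1155 ± 518 CPM (SD, n = 9) at E9.5 and 2232 ± 477 CPM (SD, n = 4) at E10.5, each scaled within its stage. Its tags can be shared with its near copy *Hba-a2*. *Hes5*, a Notch target gene of neural progenitors, was at 24.8 ± 17.7, 109.6 ± 18.5 and 176 ± 36.2 CPM (SD, n = 10, 9 and 4). PC1 held 66.5% of the variance of the 500 genes and PC2 12.7%. The centroid of WT libraries lay at −14.4 on PC1 and −2.25 on PC2 at E8.5, at 17.2 and 1.87 at E9.5, and at 21.5 and 10.7 at E10.5. The step from E8.5 to E9.5 was 31.9 units long and that from E9.5 to E10.5 9.81 units. PC1 of WT E8.5 libraries ran from −26.5 to −4.30, and that of WT E9.5 libraries from 12.6 to 19.0, so that the 2 did not overlap, while WT E10.5 libraries, from 16.2 to 23.8, overlapped with WT E9.5 libraries. With log2 CPM of all genes past the filter, PC1 held 38.8%.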

Importantly, the direction of embryonic development from E8.5 through E10.5 is reflected in the WT cluster distribution on the PCA plot (WT arrow). Interestingly, *Commd10^Null^* E8.5 and E9.5 clusters are located on opposite sides of the WT E8.5 samples. 

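*Pax6* and *Sox1*, transcription factor genes of the neural plate, were lower in *Commd10 Null* embryos at E9.5, with log2 fold changes of −4.46 (SE 0.29, adjusted p = 4.95e-08 from edgeR) and −2.24, and both were also DEGs at E8.5. Of the 12954 genes tested at both stages, 148 were DEGs lower in *Commd10 Null* embryos at both (of 837 at E9.5 and 258 at E8.5), where independent lists would share 16.7. Among DEGs higher in *Commd10 Null* embryos, 202 were shared (of 1245 and 353), where independent lists would share 33.9. The 2 comparisons share no library. The centroid of *Commd10 Null* E8.5 libraries lay at −28.5 on PC1 and 7.81 on PC2, at a distance of 17.4 from that of WT E8.5 libraries. That of *Commd10 Null* E9.5 libraries lay at −12.4 and −4.61, at a distance of 3.09. On PC1, *Commd10 Null* E8.5 libraries ran from −31.2 to −24.5 and *Commd10 Null* E9.5 libraries from −25.8 to −4.71, both overlapping with WT E8.5 libraries.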

Importantly, both of these clusters are far from each other and from E10.5 samples (Figure 2a, C10_Null arrow). This segregation pattern suggests that the divergence point between WT and *Commd10^Null^* embryos took place not long before day E8.5. Thus, the *Commd10^Null^* E8.5 transcriptome represents an inflection point in embryogenesis from development to tissue resorption. 

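*Hbb-bs*, *Slc2a1* and *Myl7* changed differently in *Commd10 Null* embryos at the different stages. *Hbb-bs*, an adult beta globin gene that can share tags with *Hbb-bt*, had a log2 fold change lower by 4.09 at E10.5 than at E8.5 (a difference of −4.09, adjusted p = 0.00132 from an interaction term in edgeR over all 32 libraries). *Slc2a1*, which encodes the glucose transporter GLUT1, had one higher by 2.51 (adjusted p = 4.09e-11 from edgeR). *Myl7*, an atrial myosin light chain gene, had one higher by 4.65 (adjusted p = 0.000483 from edgeR). At E9.5 against E8.5 the differences were −2.55 for *Hbb-bs*, 1.82 for *Slc2a1* and 2.67 for *Myl7* (adjusted p = 0.0332, 9.6e-09 and 0.0273 from edgeR). In the plane of PC1 and PC2, the centroids of *Commd10 Null* E8.5 and *Commd10 Null* E9.5 libraries lay 20.4 units apart. *Commd10 Null* E10.5 libraries, with their centroid at 8.57 on PC1 and −15.6 on PC2, lay 43.9 units from the first and 23.6 from the second. The centroid of WT E10.5 libraries lay 50.1 units from *Commd10 Null* E8.5 and 37.2 from *Commd10 Null* E9.5 libraries.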

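Genes of the epiblast and primitive streak, which precede the germ layers, were higher in *Commd10 Null* embryos at E8.5. Of 18 such genes tested, 4 rose and none fell (7 and none when adjusted over the list alone), at an adjusted p = 0.00203 from camera in limma, which sets a list against the other genes, and adjusted p = 0.278 with an estimated correlation. *Eomes*, a transcription factor gene of the primitive streak, was at 26.9 ± 35.5 CPM (SD, n = 3) in *Commd10 Null* and 1.62 ± 2.10 CPM (SD, n = 10) in WT embryos, a log2 fold change of 4.04 (adjusted p = 0.0078 from edgeR). It was 2.00 without *Commd10 Null* replicate 3 (adjusted p = 0.263 from edgeR, over the alternatives 0.000355 to 0.263). *Utf1*, a chromatin factor gene of pluripotent cells, had a log2 fold change of 3.02, and its call was also lost without *Commd10 Null* replicate 3 (1.98, adjusted p = 0.0957 from edgeR, over the alternatives 0.00109 to 0.313). Across 12589 genes, the changes in *Commd10 Null* embryos at E8.5 ran against those of WT embryos from E8.5 to E9.5 (Pearson r = −0.252, Spearman rho = −0.203, covariance −0.144, across genes, which are not independent replicates). Both comparisons share the WT E8.5 libraries, and unchanged groups simulated against such shared libraries gave r = 0.305 and a covariance of 0.0417. With the WT E8.5 libraries split by odd and even replicate number, r was −0.256 and −0.261 (covariance −0.139 and −0.150). Against the changes from WT E9.5 to WT E10.5, with no shared library, r was 0.139 across 12740 genes. A developmental score was built on the genes with the smallest p between WT E9.5 and WT E10.5. It was the mean log2 CPM of 200 such genes higher at E10.5 minus that of 200 lower at E10.5. This score was −4.64 ± 0.152 (SD, n = 3) in *Commd10 Null* and −4.98 ± 0.155 (SD, n = 10) in WT embryos of E8.5, a difference of 0.347 (exact two-sided permutation test, p = 0.0105). With genes of the step from WT E8.5 to WT E9.5 the difference was −0.659 (exact permutation p = 0.0385), with 50 genes each way exact permutation p = 0.0664, and without *Commd10 Null* replicate 3 the difference was 0.260 (exact permutation p = 0.0606). At E9.5 the score was −4.58 ± 0.212 (SD, n = 3) in *Commd10 Null* and −3.44 ± 0.312 (SD, n = 9) in WT embryos, a difference of −1.14 (exact permutation p = 0.00455).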

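At E8.5, *Dcc*, *Fezf2* and *Edaradd* were among the 10 largest decreases by fitted log2 fold change among DEGs in which every *Commd10 Null* library lay below every WT library. *Dcc*, a netrin receptor gene of growing axons, had 1 count in the *Commd10 Null* libraries together, a WT level 42.1 times as high (95% counting interval 7.44 to 1673, adjusted p = 0.0134 from edgeR). *Fezf2*, a forebrain transcription factor gene, had 3 counts, a WT level 14.2 times as high (95% interval 4.77 to 69.7, adjusted p = 0.017 from edgeR). *Edaradd*, an adaptor gene of the ectodysplasin receptor, had none, and was at least 13.6-fold lower against a floor of 3 counts over the group (adjusted p = 0.0114 from edgeR), a limit of 9.00 and 8.66 without *Commd10 Null* replicate 1 and 2. The calls of *Dcc* and *Edaradd* were lost without *Commd10 Null* replicate 1 (adjusted p = 0.0508 and 0.0591 from edgeR, over the alternatives 0.000406 to 0.0667 for both genes). Those of *Dcc* and *Fezf2* were lost without *Commd10 Null* replicate 3 (0.055 and 0.0691), and that of *Fezf2* without replicate 2 (0.0587, over the alternatives 0.00371 to 0.122). Of 13799 genes tested, 1876 passed, 929 of them higher and 947 lower in *Commd10 Null* embryos, and 711 were DEGs, 444 higher and 267 lower. In 428 of the DEGs (60.2%) every *Commd10 Null* library lay beyond every WT library. Without *Commd10 Null* replicate 1 there were 180 DEGs and without replicate 3 there were 392, and with the developmental score of each library as a covariate there were 59. The score itself differed between the genotypes at E8.5, so that this model can separate score and genotype only in part.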

Figure 2b shows a volcano plot visualizing differentially expressed genes (DEGs) in WT vs. *Commd10^Null^* embryos at E8.5 and displaying wide areas of scattered genes on both sides of the y-axis. We sorted all significant DEGs by the absolute value of log2FoldChange and chose the top 100 DEGs to plot on a heatmap (Figure 2c). Among these top 100 DEGs, only 15 were upregulated in *Commd10^Null^* embryos, and the 85 remaining genes were downregulated in contrast to those in WT embryos. 

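*Fezf1* and *Pou3f2*, transcription factor genes of the brain, had no count in *Commd10 Null* embryos at E8.5. *Fezf1*, a forebrain regulator, had 340 counts over the 10 WT libraries and none over the 3 *Commd10 Null* libraries, at least 32.0-fold lower (adjusted p = 0.012 from edgeR). *Pou3f2*, a regulator of neural progenitors, had 330 and none, at least 31.1-fold lower (adjusted p = 0.0279 from edgeR). These limits were 21.2 and 20.6 without *Commd10 Null* replicate 1, and 20.5 and 19.9 without replicate 2. The call of *Pou3f2* was lost without *Commd10 Null* replicate 1, 2 or 3, and that of *Fezf1* without replicate 1 (adjusted p = 0.0618 to 0.112 from edgeR, over the alternatives 0.000123 to 0.112). The order of such genes by fitted log2 fold change depends on the prior count. Of the 100 DEGs with the largest fitted log2 fold change in size, 62 were lower and 38 higher in *Commd10 Null* embryos. Without *Commd10 Null* replicate 1 the number of lower genes was 21 and without replicate 3 it was 25, and with no filter on low counts it was 36.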

Interestingly, the 85 DEGs that are downregulated in mutant embryos include 20 transcription factors, at least 11 cytokines/growth factors/cell surface receptors, and 30 genes with unknown function. The rest of these DEGs encode structural proteins, modifying enzymes, and proteins involved in ion channel function, cell adhesion, and other metabolic cellular processes. 

To find the specific embryonic lineage where each of these DEGs is expressed, we searched a single-cell molecular map of mouse gastrulation and early organogenesis at https://marionilab.cruk.cam.ac.uk/MouseGastrulation2018/ (accessed on 2 September 2022) [22]. This interactive atlas demonstrates specific mRNA expression profiles during mouse embryonic development between E6.5 and E8.5. As shown in Figure 2d, *Commd10* is broadly expressed in all lineages during embryogenesis. 

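*Sox10* (ENSMUSG00000033006), on the minus strand of chromosome 15 of GRCm38 from 79154908 to 79165240, had no count in the 3 *Commd10 Null* libraries of E8.5. The 10 WT libraries held 913 counts of it, from 0 to 256 per library, a level of 11.3 ± 11.6 CPM (SD, n = 10). *Sox10* was thus at least 85.9-fold lower in *Commd10 Null* embryos, against a floor of 3 counts over the group (adjusted p = 0.0293 from edgeR), a limit of 57.1 and 54.9 without *Commd10 Null* replicate 1 and 2. WT replicate 6 also held no count of *Sox10*, and WT replicates 8 and 9 held 4 and 3, so that the groups were not fully separated. These WT libraries also had the lowest WT scores on genes of the step from WT E8.5 to WT E9.5. The call was lost without *Commd10 Null* replicate 1, 2 or 3 (adjusted p = 0.116, 0.0721 and 0.0865 from edgeR). With the developmental score as a covariate it was lost as well (adjusted p = 0.0746 from edgeR, over the alternatives 2e-05 to 0.116), while the limit comes from the counts and takes no covariate. That score was itself higher in *Commd10 Null* embryos (difference 0.347, exact two-sided permutation test, p = 0.0105). It was not shown to follow *Sox10* within WT E8.5 (r = 0.345, n = 10, permutation p = 0.331). The lost call thus does not show that stage accounts for the decrease. With the score of the step from WT E8.5 to WT E9.5, however, *Sox10* rose within WT E8.5 (Pearson r = 0.911, n = 10, permutation p = 0.00047). This relation was chosen after the result was seen. A younger stage of the *Commd10 Null* embryos therefore stays open for *Sox10*.

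**Figure D2:**
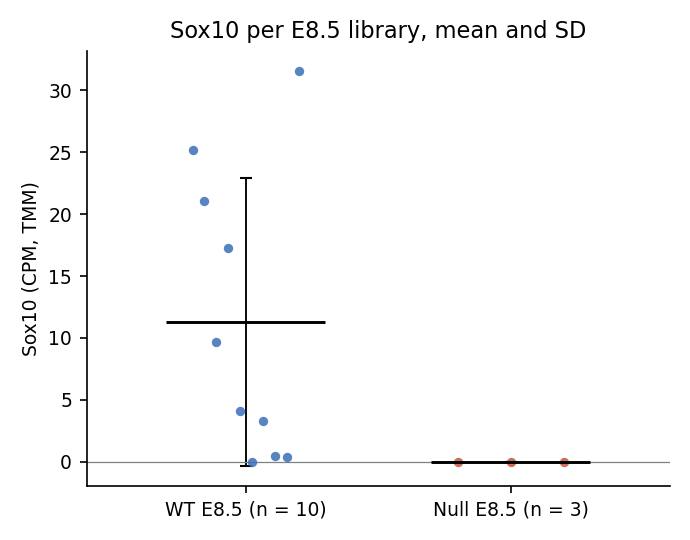
*Sox10* in CPM (y axis) in each E8.5 library (points), with the mean and SD of each group as lines. The 3 *Commd10 Null* libraries lie at 0, and WT libraries spread over 11.3 ± 11.6 CPM (SD, n = 10).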

The top most significantly (461-fold) downregulated gene in *Commd10^Null^* embryos at E8.5 is Sox10, a transcription factor with a central role in neural crest development and maturation of glia [23]. We have also validated Sox10 mRNA expression in WT and *Commd10^Null^* embryos at E8.5, E9.5, and E10.5 by RT-qPCR and found the highest Sox10 expression and the most drastic difference between the two genotypes at E8.5 (Figure S1d). In normal developing mouse embryos, Sox10 expression emerges after E8.0 almost exclusively in the neural crest (Figure 2d). The table in Figure 3a lists the top ten neural crest-specific markers according to the interactive atlas. Interestingly, six of those markers were differentially expressed in WT versus *Commd10^Null^* embryos, suggesting that there is a defect in neural crest development in *Commd10^Null^* embryos (Figure 2b–d and Figure 3b). Moreover, a list of significant DEGs, which define the trajectory of neurogenesis, includes numerous transcription factors critical for neural plate development, starting from rostral neuroectoderm at E6.5 and subsequent development of caudal neuroectoderm, spinal cord, forebrain/midbrain/hindbrain, and neural crest by E8.5. 

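Besides *Sox10*, 4 of the 10 markers of Figure 3a were lower and 1 was higher in *Commd10 Null* embryos. *Tfap2b* had a log2 fold change of −5.71 (SE 1.73, adjusted p = 0.0373 from edgeR) and *Nr2f1*, an orphan nuclear receptor gene, one of −4.27 (SE 1.08, adjusted p = 0.0167 from edgeR). *Ncl*, which encodes the nucleolar protein nucleolin, had one of −0.49 (SE 0.08, adjusted p = 0.00185 from edgeR). *Enpp2*, which encodes the secreted enzyme autotaxin, was at 19.6 ± 5.96 CPM (SD, n = 3) against 6.99 ± 2.35 CPM (SD, n = 10), a log2 fold change of 1.49 (SE 0.28, adjusted p = 0.00415 from edgeR). *Gadd45a*, *Foxd3*, *Dlx2* and *Gm12688* did not pass (log2 fold changes −1.15, −2.73, −0.86 and −1.89, adjusted p = 0.064, 0.19, 0.412 and 0.409 from edgeR). *Gadd45a* passed without WT replicate 6 or 8 (adjusted p = 0.0268 and 0.0225 from edgeR, over the alternatives 0.0189 to 0.241). *Tfap2b* was lost without WT replicate 1, 2, 3 or 7 (adjusted p up to 0.0532 from edgeR, over the alternatives 1.06e-05 to 0.142). Of the 10 markers, 6 passed with all libraries, 2, 4 and 2 without *Commd10 Null* replicate 1, 2 and 3, and none with the developmental score as a covariate, under which the log2 fold changes of *Tfap2b* and *Nr2f1* were −6.52 and −5.14. Of 19 tested genes of a wider neural crest list, 7 fell and 1 rose (7 and 1 when adjusted over the list alone), with a median log2 fold change of −0.86, at an adjusted p = 0.00898 from camera in limma and adjusted p = 0.338 with an estimated correlation. The list holds genes that the paper names from these samples, such as *Sox10*, *Tfap2b*, *Foxd3* and *Dlx2*, and for these it is not independent evidence. *Pax3* and *Pax7*, regulators of the neural plate border, fell by 2.93 and 2.83 on the log2 scale (adjusted p = 0.0111 and 0.00996 from edgeR), and the call of *Pax3* was lost without *Commd10 Null* replicate 1 (adjusted p = 0.0765 from edgeR, over the alternatives 0.000321 to 0.0765). Without replicate 2 that of *Pax3* was −4.46, and without replicate 1 that of *Pax7* was −3.62. *Msx2*, another gene of the border, rose by 1.29 on the log2 scale (adjusted p = 0.00165 from edgeR).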

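Genes of the neural plate and neural tube fell as a group in *Commd10 Null* embryos. Of 34 tested regulators, 18 fell and none rose (21 and none when adjusted over the list alone). *Foxb1*, a forkhead factor gene of the caudal neural plate, was at 10.3 ± 3.24 CPM (SD, n = 3) in *Commd10 Null* and 35.8 ± 11.8 CPM (SD, n = 10) in WT embryos, a log2 fold change of −1.79 (adjusted p = 0.00283 from edgeR). *Sox3*, a factor gene of neural progenitors, was at 21.1 ± 3.07 and 57.1 ± 18.7 CPM, a log2 fold change of −1.44 (adjusted p = 0.00947 from edgeR). The call of *Sox3* was lost without *Commd10 Null* replicate 1 (adjusted p = 0.0632 from edgeR, over the alternatives 0.000414 to 0.0632). The median log2 fold change of the list was −2.14, at an adjusted p = 8.85e-09 from camera in limma and adjusted p = 0.236 with an estimated correlation. Several members, such as *Pax6* and *Sox1*, are genes the paper chose on these samples, and for these the direction of the list is not independent evidence. Of 11 tested genes of neuronal differentiation, 4 fell and none rose (5 and 1 when adjusted over the list alone), at an adjusted p = 0.0161 from camera in limma and adjusted p = 0.185 with an estimated correlation. *Gap43*, a growth cone protein gene, and *Tubb3*, a tubulin gene of neurons, had log2 fold changes of −1.26 and −1.10 (adjusted p = 0.0134 and 0.024 from edgeR). Both calls were lost without *Commd10 Null* replicate 1 (adjusted p = 0.0855 and 0.0974 from edgeR), that of *Gap43* also without replicate 3 and that of *Tubb3* without replicate 2 (0.0706 and 0.102, over the alternatives 0.000352 to 0.0967 and 0.00421 to 0.102).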

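Of the 14 transcription factor genes other than *Sox10* that the paper lists as lower, 12 passed as lower in *Commd10 Null* embryos at E8.5. The paper chose them on these samples, so that their number is not independent evidence. *Pax6* (ENSMUSG00000027168, chromosome 2 of GRCm38 from 105668900 to 105697364), a regulator of the eye and forebrain, was at 0.450 ± 0.670 CPM (SD, n = 3) in *Commd10 Null* and 24.5 ± 19.1 CPM (SD, n = 10) in WT embryos, a log2 fold change of −5.65 (SE 1.42, adjusted p = 0.0165 from edgeR). *Sox1*, a factor of the neural plate, was at 2.86 ± 1.89 and 29.9 ± 16.0 CPM, a log2 fold change of −3.37 (SE 0.74, adjusted p = 0.00898 from edgeR). *Zic1* and *Msx3*, genes of the dorsal neural tube, had 3 and 2 counts over the *Commd10 Null* libraries, with WT levels 45.1 and 52.7 times as high (95% counting intervals 15.3 to 219 and 14.5 to 436, adjusted p = 0.0413 and 0.0216 from edgeR). *Foxi2*, *Prdm13* and *Dbx2* had no count in *Commd10 Null* embryos and were at least 23.4, 12.1 and 9.23-fold lower (adjusted p = 0.00897, 0.0293 and 0.0167 from edgeR), and without *Commd10 Null* replicate 2 at least 15.0, 7.76 and 5.90-fold (15.6, 8.06 and 6.12-fold without replicate 1). *Six6*, an eye field gene with no count in *Commd10 Null* embryos and at least 10.8-fold lower (7.19 and 6.92-fold without *Commd10 Null* replicate 1 and 2), did not pass (adjusted p = 0.0743 from edgeR), while without WT replicate 8 it did (adjusted p = 0.0482 from edgeR, over the alternatives 0.0249 to 0.205). *Gbx2*, a gene of the boundary between midbrain and hindbrain, did not pass either, at 19.6 ± 11.0 and 32.5 ± 15.6 CPM (log2 fold change −0.73, adjusted p = 0.242 from edgeR). Of these 14 genes and *Sox10*, 13 passed with all libraries, 0, 7 and 3 without *Commd10 Null* replicate 1, 2 and 3, and 2 with the developmental score as a covariate, under which the log2 fold changes of *Pax6* and *Sox1* were −6.17 and −4.04. Without *Commd10 Null* replicate 1 the lowest adjusted p was 0.0511 from edgeR, and from DESeq2 on all E8.5 libraries 14 of the 15 passed. The call of *Zic1* was also lost without WT replicate 1, 2, 3, 4, 7 or 10 (adjusted p up to 0.0588 from edgeR, over the alternatives 0.000302 to 0.128), and without *Commd10 Null* replicate 2 the log2 fold changes of *Pax6* and *Sox1* were −8.19 and −4.06.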

Besides Sox10, *Commd10^Null^* embryos exhibit significantly lower expression of transcription factors Tfap2b [24,25], Nr2f1 [26], Msx3 [27], Dbx2 with Pax6 [28,29], Sox1 [30], Gbx2 [31], Zic1 [32], Pou3f2 [33,34,35], Prdm13 [36], Fezf1 [37], Six6 [38,39], Foxg1 [40], and Foxi2 [41] (Figure 3). They all participate in the early stages of central nervous system development. Also significantly downregulated in *Commd10^Null^* embryos are genes encoding cytokines/growth factors involved in early embryonic neurogenesis, such as Ptn [42,43], Mdk [43,44], and Grem1 [45] (Figure 2b). In addition, transcription factors such as Meox2 [46], expressed in paraxial and somatic mesoderm, and Bhlha9 [47,48], expressed in surface ectoderm, are important for the expression of genes involved in signaling pathways essential for the formation and morphogenesis of somites and limbs in developing embryos (Figure 3). 

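*Ptn* and *Mdk* encode the related heparin-binding growth factors pleiotrophin and midkine, and *Grem1* encodes an antagonist of bone morphogenetic proteins. *Mdk* (ENSMUSG00000027239, chromosome 2 of GRCm38 from 91929805 to 91932297) was at 429 ± 48.5 CPM (SD, n = 3) in *Commd10 Null* embryos, and every *Commd10 Null* library lay below every WT library (log2 fold change −1.14, SE 0.15, adjusted p = 0.000796 from edgeR). *Ptn* (ENSMUSG00000029838, chromosome 6 from 36714929 to 36810220) was at 14.3 ± 2.76 CPM (SD, n = 3) in *Commd10 Null* and 134 ± 85.7 CPM (SD, n = 10) in WT embryos (log2 fold change −3.22, SE 0.73, adjusted p = 0.0105 from edgeR). *Grem1* had 286 counts in WT and none in *Commd10 Null* libraries, at least 26.9-fold lower (adjusted p = 0.0098 from edgeR), a limit of 17.9 and 17.2 without *Commd10 Null* replicate 1 and 2. Without *Commd10 Null* replicate 1 the calls of *Ptn* and *Grem1* were lost (adjusted p = 0.0707 and 0.0538 from edgeR, their highest over the alternatives, the lowest being 3.72e-06 and 2.17e-05).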

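*Meox2*, a homeobox gene of the somites, had no count in *Commd10 Null* embryos of E8.5 and was at least 12.0-fold lower (adjusted p = 0.0291 from edgeR), a limit of 8.00 and 7.70 without *Commd10 Null* replicate 1 and 2. *Bhlha9*, a factor gene of the limb ectoderm, had 1 count over the *Commd10 Null* libraries, with a WT level 53.7 times as high (95% counting interval 9.51 to 2130.3, adjusted p = 0.0465 from edgeR). Neither gene passed without *Commd10 Null* replicate 1, 2 or 3 or with the developmental score as a covariate (adjusted p up to 0.141 and 0.382 from edgeR), and *Bhlha9* did not pass without WT replicate 1, 2, 3, 4, 5 or 7 either. Of 16 tested genes of somites and paraxial mesoderm, 6 fell and none rose (6 and none when adjusted over the list alone). Among them *Meox1*, the paralog of *Meox2*, was at 6.25 ± 5.72 CPM (SD, n = 3) in *Commd10 Null* and 36.9 ± 10.2 CPM (SD, n = 10) in WT embryos (log2 fold change −2.54, adjusted p = 0.0078 from edgeR, and −3.25 without *Commd10 Null* replicate 2). *Tcf15*, which encodes the somite factor paraxis, had a log2 fold change of −1.59 (adjusted p = 0.00682 from edgeR), and its call was lost without *Commd10 Null* replicate 1 (adjusted p = 0.0527 from edgeR, over the alternatives 3.51e-05 to 0.0563). The median log2 fold change of the list was −1.06, at an adjusted p = 0.000246 from camera in limma and adjusted p = 0.185 with an estimated correlation. Of 14 tested genes of the surface ectoderm, 3 fell and 2 rose (5 and 3 when adjusted over the list alone). The list did not pass (adjusted p = 0.764 from camera in limma), with a median log2 fold change of 0.01 and a mean of −0.94. *Epcam*, an epithelial adhesion gene, was among those that rose (log2 fold change 1.05, adjusted p = 0.0142 from edgeR), a call lost without *Commd10 Null* replicate 1 or 3 (adjusted p = 0.0542 and 0.148 from edgeR, over the alternatives 0.000984 to 0.334).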

Taken together, these data are in agreement with the observation that WT embryos at E8.5 undergo continuous embryogenesis by means of cell proliferation, migration, and differentiation, particularly in the process of primary neurulation. This highly orchestrated process is defined by the expression of a number of transcription and growth factors that are coordinated in place and time. Significantly lower levels of these molecules in *Commd10^Null^* embryos may result in the termination of embryonic development. 

On the other hand, there are no transcription factors or cytokine/growth factors among the top 15 DEGs upregulated in *Commd10^Null^* embryos at E8.5 as compared with their WT littermates (Figure 2c). 

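Of the 10 DEGs with the largest increase in which every *Commd10 Null* library lay above every WT library, several encode secreted or immune proteins. *Sprr2h*, a gene of small proline-rich proteins of epithelia, was at 5.63 ± 3.34 CPM (SD, n = 3) in *Commd10 Null* and 0.110 ± 0.195 CPM (SD, n = 10) in WT embryos (log2 fold change 5.48, adjusted p = 0.00122 from edgeR, and 6.34 without WT replicate 7). *S100a8*, a calgranulin gene of neutrophils, was at 12.6 ± 7.67 and 0.840 ± 1.06 CPM (log2 fold change 3.89, adjusted p = 0.00656 from edgeR). *Gzmf*, a granzyme gene that can share tags with its close paralogs, was at 7.91 ± 7.75 and 0.482 ± 0.706 CPM (log2 fold change 4.00, adjusted p = 0.00996 from edgeR). Its call was lost without *Commd10 Null* replicate 2 (log2 fold change 2.80, adjusted p = 0.122 from edgeR, over the alternatives 0.00308 to 0.255). *Erv3*, an endogenous retroviral gene, was at 17.2 ± 6.70 and 1.00 ± 1.13 CPM, and *Ehhadh*, a peroxisomal enzyme gene of fatty acid oxidation, at 2.79 ± 0.164 and 0.144 ± 0.213 CPM (log2 fold changes 4.08 and 4.12, adjusted p = 0.00268 and 0.00608 from edgeR). *4930502E18Rik*, also called *Ct55*, and *Cyp3a13*, a cytochrome P450 gene, had log2 fold changes of 5.00 and 3.88 (adjusted p = 0.0016 and 0.0112 from edgeR). Without *Commd10 Null* replicate 3 that of *4930502E18Rik* was 4.31. *Cyp3a13* did not pass without *Commd10 Null* replicate 1 (adjusted p = 0.0675 from edgeR, its highest, the lowest being 0.00213), and without WT replicate 8 its log2 fold change was 4.81. The other 3 were *Anxa8*, *Gzmc* and *Inhba*, which encodes a subunit of the secreted activins and inhibins of the TGF-β family. *Cebpb*, a transcription factor gene of stress and immune responses, also rose (log2 fold change 2.71, adjusted p = 0.00153 from edgeR).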

While some of these genes, such as Anxa8 and Anxa1 [49], are modestly expressed in notochord, caudal neuroectoderm, and neural crest of the WT embryos, most are not expressed in developing neural tissue (Figure 4 and Figure 5). Instead, the majority of those genes are expressed in blood progenitors and erythroid tissue in particular (Gypa, Hbq1b, Epb42, Trim10 [50,51], Spta1). 

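*Anxa8* and *Anxa1* encode annexins, which bind phospholipid membranes in the presence of calcium. *Anxa8* (ENSMUSG00000021950, chromosome 14 of GRCm38 from 34085981 to 34100571) had 1 count in the 10 WT libraries of E8.5 and 67 in the 3 *Commd10 Null* libraries, a ratio of *Commd10 Null* over WT levels of 237 (95% counting interval 41.2 to 9509, adjusted p = 0.00024 from edgeR), and without WT replicate 6 its fitted log2 fold change of 6.71 became 7.57. *Anxa1* had 2 and 54 counts, a ratio of 95.6 (95% counting interval 25.2 to 809.6), and was removed by the filter on low counts, so that it has no test here. Of 7 tested genes of the notochord, 2 rose and none fell (3 and none when adjusted over the list alone). They were *Foxj1*, a regulator of motile cilia in the node, and *Chrd*, which encodes the BMP antagonist chordin (log2 fold changes 3.11 and 2.49, adjusted p = 0.00656 and 0.0108 from edgeR). Both calls were lost without *Commd10 Null* replicate 3 (log2 fold changes 1.57 and 1.09, adjusted p = 0.2 and 0.334 from edgeR, over the alternatives 0.000137 to 0.394 and 0.00144 to 0.334). The list passed at an adjusted p = 0.0232 from camera in limma, with an adjusted p = 0.185 with an estimated correlation.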

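Genes of red blood cells were higher in *Commd10 Null* embryos at E8.5. Of 16 tested erythroid genes, 11 rose and none fell (13 and none when adjusted over the list alone), with a median log2 fold change of 2.81. *Hbb-bs* (ENSMUSG00000052305, chromosome 7 of GRCm38 from 103826534 to 103828096), an adult beta globin gene, was at 473 ± 27.6 CPM (SD, n = 3) in *Commd10 Null* and 60.2 ± 55.8 CPM (SD, n = 10) in WT embryos, a log2 fold change of 2.98 (SE 0.55, adjusted p = 0.0037 from edgeR). *Alas2*, which encodes the erythroid enzyme of the first step of heme synthesis, was at 11.3 ± 4.00 and 1.47 ± 0.728 CPM, a log2 fold change of 2.94 (SE 0.42, adjusted p = 0.00104 from edgeR). *Hba-a1* rose to 193 ± 64.7 CPM (SD, n = 3), a log2 fold change of 2.80 (SE 0.41, adjusted p = 0.00123 from edgeR). *Hbb-y*, the embryonic beta-like globin gene, was at 42.1, 13.7 and 0 CPM in the 3 *Commd10 Null* libraries and at 0 to 61.3 CPM in the WT libraries. *Hbb-bs* and *Hbb-bt* stand also among the genes of adult blood, of which 3 of 6 tested rose (4 when adjusted over the list alone) and none fell. *Trim10*, *Epb42* and *Hbq1b* had 89, 39 and 18 counts in the *Commd10 Null* and 14, 6 and 2 in the WT libraries. These were removed by the filter on low counts. With no filter their log2 fold changes were 4.32, 4.17 and 4.303 in that order (adjusted p = 0.00851, 0.0393 and 0.0394 from edgeR). From DESeq2 *Trim10* and *Epb42* did not pass (adjusted p = 0.108 and 0.439), and *Hbq1b* had no adjusted p. In fits of the E8.5 libraries alone, *Trim10* and *Epb42* passed the default filter only without *Commd10 Null* replicate 3, so that their counts lie in few libraries. The erythroid list passed at an adjusted p = 8.85e-09 and the adult blood list at 0.000246 from camera in limma, each with an adjusted p = 0.113 with an estimated correlation.

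**Figure D3:**
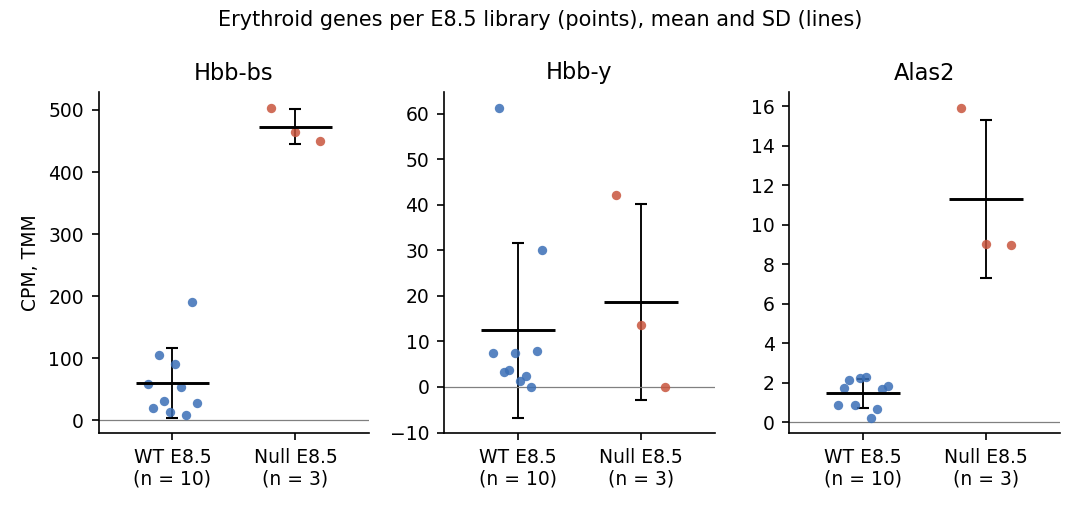
*Hbb-bs*, *Hbb-y* and *Alas2* in CPM (y axes, 1 panel each) in each E8.5 library (points), with the mean and SD of each group as lines. The 3 *Commd10 Null* libraries lie together for *Hbb-bs*, at 473 ± 27.6 CPM (SD, n = 3), and apart for *Hbb-y*, at 42.1, 13.7 and 0 CPM.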

Interestingly, some of the upregulated DEGs in *Commd10^Null^* embryos may be involved in tissue remodeling and regression. 

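Genes of lysosomal enzymes rose in *Commd10 Null* embryos at E8.5. Of 19 tested genes of lysosomal and tissue remodeling proteases and their partners, 9 rose and 2 fell (9 and 3 when adjusted over the list alone). *Ctsl*, which encodes the lysosomal protease cathepsin L, was at 888 ± 182 CPM (SD, n = 3) in *Commd10 Null* and 352 ± 125 CPM (SD, n = 10) in WT embryos (log2 fold change 1.34, adjusted p = 0.00337 from edgeR). *Hexa*, a lysosomal hexosaminidase gene, was at 72.1 ± 12.3 and 31.9 ± 8.59 CPM (log2 fold change 1.18, adjusted p = 0.00187 from edgeR). *Ctsz*, which encodes cathepsin Z, and *Grn*, which encodes progranulin, had log2 fold changes of 1.02 and 0.95 (adjusted p = 0.00731 and 0.00518 from edgeR), and both calls were lost without *Commd10 Null* replicate 1 (adjusted p = 0.0581 and 0.0513 from edgeR, over the alternatives 5.82e-05 to 0.188 and 0.000131 to 0.105). The list passed at an adjusted p = 0.00355 from camera in limma, with an adjusted p = 0.0926 with an estimated correlation. *Ctsk*, which encodes cathepsin K, had 30 counts in the *Commd10 Null* and 2 in the WT libraries (ratio 53.1, 95% counting interval 13.5 to 459) and was removed by the filter. *A2m* and *Ctla2a*, protease inhibitor genes used in the decidua, rose as well. *A2m*, which encodes an alpha-2-macroglobulin, was at 47.7 ± 22.3 and 4.92 ± 4.05 CPM, and *Ctla2a*, which encodes an inhibitor of cathepsins, at 55.7 ± 33.1 and 7.02 ± 4.297 CPM (log2 fold changes 3.27 and 2.99, adjusted p = 0.00104 and 0.000796 from edgeR).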

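*Gzmc* and *Inhba* were among the largest increases at E8.5, and genes of the decidua rose in the same *Commd10 Null* embryos. *Gzmc* (ENSMUSG00000079186, chromosome 14 of GRCm38 from 56231441 to 56234656), a granzyme gene of uterine natural killer cells, was at 5.23 ± 5.31 CPM (SD, n = 3) in *Commd10 Null* and 0.113 ± 0.162 CPM (SD, n = 10) in WT embryos, a log2 fold change of 5.37 (SE 0.82, adjusted p = 0.00125 from edgeR), or 41.3-fold. The 3 *Commd10 Null* libraries held 18, 93 and 14 counts of it, and without *Commd10 Null* replicate 2 the log2 fold change was 4.10. *Inhba* (ENSMUSG00000041324, chromosome 13 from 16011851 to 16031621) had 46 counts in the *Commd10 Null* libraries and 3 in the WT libraries, a ratio of 54.3 (95% counting interval 17.5 to 273) and a fitted ratio of 38.0 (log2 fold change 5.25, SE 0.79, adjusted p = 0.00125 from edgeR). With the developmental score as a covariate the fitted ratios were 32.4 and 60.3, and neither gene passed (adjusted p = 0.0848 and 0.0619 from edgeR, the lowest over the alternatives being 1.92e-06 and 0.000193). Granzymes C to G are close paralogs, and their tags can be shared. Fewer than 5 genes of uterine natural killer cells passed the filter, and this list was not tested. Of 15 tested genes of decidual stroma, 5 rose and none fell (7 and none when adjusted over the list alone), at an adjusted p = 1.6e-05 from camera in limma and adjusted p = 0.0926 with an estimated correlation. The list holds *A2m* and *Ctla2a*, which figures of the paper show from these samples, and for these it is not independent evidence. *Prl8a2*, a decidual member of the prolactin family, was at 33.6, 95.7 and 239.7 CPM in the *Commd10 Null* libraries and 13.3 ± 12.8 CPM (SD, n = 10) in WT embryos (log2 fold change 3.20, adjusted p = 0.00477 from edgeR). It was 2.28 without *Commd10 Null* replicate 3 (adjusted p = 0.0614 from edgeR, over the alternatives 2.05e-05 to 0.376).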

Granzyme C (Gzmc) is increased 48-fold in *Commd10^Null^* embryos compared with WT, while Inhibin beta A chain (Inhba), a member of the inhibins/activins network of proteins, is increased 49-fold. Thus, embryonic cell death leading to tissue regression in E8.5 *Commd10^Null^* embryos may be caused by two main events. The first event is a failure of the neural plate and neural crest processes due to a substantial deficiency of transcription factor Sox10, together with lower expression of other transcription factors and cytokines/growth factors involved in early embryonic neurogenesis. The second event is based on the increased expression of proteins with potential embryo resorption abilities.

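Genes of extraembryonic tissues were higher in *Commd10 Null* embryos at E8.5. Of 15 tested genes of visceral and yolk sac endoderm, 4 rose and none fell (12 and none when adjusted over the list alone), at an adjusted p = 6.5e-08 from camera in limma and adjusted p = 0.236 with an estimated correlation. *Cldn6*, a tight junction gene of epithelia, was at 243 ± 35.3 CPM (SD, n = 3) in *Commd10 Null* and 116 ± 25.9 CPM (SD, n = 10) in WT embryos (log2 fold change 1.08, adjusted p = 0.00145 from edgeR). *Amn* was at 316 ± 64.1 and 97.7 ± 60.4 CPM (log2 fold change 1.69, adjusted p = 0.0276 from edgeR), and its call was lost without *Commd10 Null* replicate 1 or 3 (adjusted p = 0.138 and 0.0762 from edgeR, over the alternatives 1.12e-05 to 0.298). Of 12 tested genes of parietal endoderm 4 rose, and of 9 tested trophoblast genes 2 rose, and none of either fell (5 and 2 when adjusted over the list alone). These lists passed at an adjusted p = 0.00383 and 0.00767 from camera in limma, with adjusted p = 0.236 and 0.203 with an estimated correlation. Of 11 tested genes of the allantois and extraembryonic mesoderm, 3 rose and none fell (3 and none when adjusted over the list alone), and the list did not pass (adjusted p = 0.0597 from camera in limma). From the lower expression of *Sox10* and of other factors of early neurogenesis, and from the higher expression of genes such as *Gzmc* and *Inhba*, the paper proposes that the tissue regression may come from a failure of the neural plate and neural crest and from a rise of proteins that may be able to resorb the embryo.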

To verify our conclusions further, we examined the expression of statistically significant DEGs with the top 25 gene markers representing each embryonic cell type present in the mouse embryo at E8.5 (Figure 5). A single-cell molecular map of mouse gastrulation and early organogenesis [22] lists 29 different cell/tissue types for the E8.5 mouse embryo. 

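Genes of heart muscle tended to be lower in *Commd10 Null* embryos at E8.5, beside the neural genes, but few of them passed. Of 22 tested cardiomyocyte genes, 2 fell and 1 rose, and 14 fell and 1 rose when adjusted over the list alone. *Myl2*, a ventricular myosin light chain gene, was at 1.17 ± 0.223 CPM (SD, n = 3) in *Commd10 Null* and 11.5 ± 9.39 CPM (SD, n = 10) in WT embryos, a log2 fold change of −3.28 (SE 0.88, adjusted p = 0.0221 from edgeR). *Tnnt2* was at 13.4 ± 12.4 CPM (SD, n = 3) in *Commd10 Null* embryos, a log2 fold change of −2.65 (SE 0.82, adjusted p = 0.0417 from edgeR). *Gata4*, a factor gene of the heart and of the endoderm, rose (log2 fold change 0.94, SE 0.20, adjusted p = 0.0079 from edgeR). All 3 calls were lost without *Commd10 Null* replicate 1 (adjusted p = 0.0988, 0.173 and 0.0513 from edgeR). Those of *Myl2* and *Tnnt2* were lost without *Commd10 Null* replicate 3 (0.0834 and 0.148), that of *Myl2* also without replicate 2 (0.0664), which brought the log2 fold change of *Tnnt2* to −3.69, and that of *Tnnt2* without WT replicate 1, 2, 3, 4, 5, 7 or 10 (over the alternatives 4.7e-05 to 0.0988, 0.000377 to 0.173 and 0.000216 to 0.201 for the 3 genes). The median log2 fold change of the list was −2.58, at an adjusted p = 0.000129 from camera in limma and adjusted p = 0.380 with an estimated correlation. With fry, another test of lists, the adjusted p was 0.104. A fall of this list as a group thus rests on the preset correlation. Of the 32 lists of cell types and pathways tested at E8.5, 21 passed with the preset correlation, 16 of them higher and 5 lower in *Commd10 Null* embryos, and 0 passed with an estimated correlation. The 5 lower lists were those of the neural plate and neural tube, the neural crest, neuronal differentiation, the heart muscle and the somites.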

The gene analysis revealed that the majority of genes with low expression in *Commd10^Null^* embryos are found in cells involved in early neural and heart development (Figure 5). Since recent studies demonstrated that neural crest cells develop into cardiomyocytes and contribute to heart development [52,53], gene expression deficiency in cardiomyocytes may be due to failed neural crest differentiation and/or cell migration.

We also performed gene functional enrichment analysis for the top 15–20 upregulated or downregulated DEGs using ToppGene Suite (https://toppgene.cchmc.org (accessed on 16 February 2023) [54]. We analyzed the top 20 genes downregulated in *Commd10^Null^* embryos and came up with a “GO: Biological Process” list of positive regulation of RNA biosynthetic process, epithelium development, animal organ morphogenesis, and brain and head development. 

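Some genes used in white blood cells, such as *Fcer1g* and *Srgn*, were higher in *Commd10 Null* embryos at E8.5. *Fcer1g*, a signaling chain of Fc receptors on myeloid cells, was at 2.91 ± 1.44 CPM (SD, n = 3) in *Commd10 Null* and 0.205 ± 0.285 CPM (SD, n = 10) in WT embryos (log2 fold change 3.75, adjusted p = 0.0134 from edgeR). Its call was lost without *Commd10 Null* replicate 1 or 3 (adjusted p = 0.0554 and 0.0803 from edgeR, over the alternatives 0.000575 to 0.442). *Srgn*, which encodes the granule proteoglycan serglycin of blood cells, was at 15.8 ± 3.17 and 2.03 ± 1.27 CPM (log2 fold change 2.95, adjusted p = 0.00268 from edgeR), and stands here among the genes of parietal endoderm, which also use it. *Cd52*, a surface antigen gene of leukocytes, had 30 counts in the *Commd10 Null* and 1 in the WT libraries (ratio 106, 95% counting interval 17.7 to 4334) and was removed by the filter. Of 6 tested macrophage genes, only *Fcer1g* rose and none fell (1 and none when adjusted over the list alone), at an adjusted p = 0.0216 from camera in limma and adjusted p = 0.113 with an estimated correlation. *S100a6*, a calcium-binding protein gene of many cell types, decidua among them, was at 116 ± 64.4 and 14.4 ± 5.97 CPM (log2 fold change 3.00, adjusted p = 0.000133 from edgeR). *Esr1*, the estrogen receptor gene, used in the uterus, was at 4.36 ± 2.65 and 0.369 ± 0.412 CPM (log2 fold change 3.52, adjusted p = 0.00728 from edgeR), a call lost without *Commd10 Null* replicate 3 (adjusted p = 0.0558 from edgeR, over the alternatives 0.000611 to 0.309).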

We also analyzed the top 15 genes upregulated in *Commd10^Null^* embryos and selected the two top biological processes with the highest number of genes from the list: hemopoiesis and immune system development (Supplementary Tables).

Mice deficient in other members of the COMMD family, COMMD1 or COMMD9, were shown to be embryonically lethal. *Commd1^−/−^* embryos died between E9.5 and E10.5 due to defects in placenta vascularization [55]. Using genome-wide gene expression microarray analysis of embryonic RNA, the authors identified transcriptional upregulation of hypoxia-inducible factor 1 (HIF1) target genes in *Commd1^−/−^* embryos compared with their WT counterparts. Moreover, they demonstrated that COMMD1 may inhibit HIF1A stability and HIF1 activation by the physical association between the two proteins. 

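Target genes of HIF1, the factor of the response to low oxygen, changed little in *Commd10 Null* embryos at E8.5. Of 26 such genes tested, 4 rose and none fell (4 and none when adjusted over the list alone), with a median log2 fold change of 0.18. *Ndrg1*, a stress gene induced by low oxygen, was at 25.2 ± 11.6 CPM (SD, n = 3) in *Commd10 Null* and 8.32 ± 2.25 CPM (SD, n = 10) in WT embryos (log2 fold change 1.59, SE 0.24, adjusted p = 0.00127 from edgeR). *Egln3*, a prolyl hydroxylase gene that acts on HIF, and *Ero1l*, an oxidase gene of the endoplasmic reticulum, had log2 fold changes of 0.77 and 0.76 (adjusted p = 0.0324 and 0.0281 from edgeR). Both calls were lost without *Commd10 Null* replicate 1 (adjusted p = 0.129 and 0.399 from edgeR, with a log2 fold change of 0.34 for *Ero1l*), and that of *Egln3* without *Commd10 Null* replicate 2 or 3 or WT replicate 3 (over the alternatives 0.00634 to 0.129 and 0.0147 to 0.399). *Hif1a* itself did not pass (log2 fold change −0.05, SE 0.11, adjusted p = 0.792 from edgeR), nor did *Commd1* (0.02, adjusted p = 0.936 from edgeR). The list passed at an adjusted p = 0.0116 from camera in limma, with an adjusted p = 0.384 with an estimated correlation. At the later stages more of the list rose, 21 of 26 tested genes at E9.5 and 26 of 26 at E10.5, and none fell. The adjusted p from camera with an estimated correlation was 0.00232 and 0.0239 there.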

Despite similarities in the timing of embryonic development failure between *Commd1^−/−^* and *Commd10^Null^* embryos, there were no similarities in gene expression patterns in the present study. 

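*Pfkp* (ENSMUSG00000021196, chromosome 13 of GRCm38 from 6579768 to 6648777) encodes the platelet form of phosphofructokinase, an enzyme of glycolysis. It was at 35.0 ± 11.6 CPM (SD, n = 3) in *Commd10 Null* and 15.0 ± 2.50 CPM (SD, n = 10) in WT embryos of E8.5. Every *Commd10 Null* library lay above every WT library (log2 fold change 1.22, SE 0.19, adjusted p = 0.00125 from edgeR). With the developmental score as a covariate the log2 fold change was 1.22 and the call was lost (adjusted p = 0.0563 from edgeR, over the alternatives 1.23e-06 to 0.0563). *Gapdh*, another enzyme gene of glycolysis, did not pass, at 284 ± 38.7 and 321 ± 45.7 CPM (log2 fold change −0.17, SE 0.12, adjusted p = 0.361 from edgeR).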

Only *Pfkp*, one of eighteen hypoxia-associated DEGs upregulated in *Commd1^−/−^* versus WT embryos, was slightly upregulated in *Commd10^Null^* E8.5 embryos. Thus, the failure of *Commd10^Null^* embryos to thrive appears to have different underlying reasons compared to *Commd1*^−/−^ embryos. 

In contrast to *Commd10^Null^* embryos, *Commd9*^−/−^ embryos die by E13.5 [56]. The authors found low levels of Hey1, Hey2, and Hes1 mRNA in the hearts of *Commd9^−/−^* embryos and concluded that the embryonic lethality of these mice was due to complex cardiovascular changes with signs of Notch deficiency. There were no differences in the mRNA expression of Notch or the genes listed above in *Commd10^Null^* embryos compared with WT. 

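The Notch targets *Hey1*, *Hey2* and *Hes1*, which encode repressors of transcription, and the 4 receptor genes did not differ between *Commd10 Null* and WT embryos at E8.5 by more than the spread. *Hes1* (ENSMUSG00000022528, chromosome 16 of GRCm38 from 30064384 to 30067796) was at 178 ± 45.5 CPM (SD, n = 3) in *Commd10 Null* and 188 ± 24.2 CPM (SD, n = 10) in WT embryos (log2 fold change −0.08, SE 0.14, adjusted p = 0.76 from edgeR). *Hey1* was at 16.8 ± 8.07 and 15.5 ± 4.54 CPM (log2 fold change 0.12, SE 0.28, adjusted p = 0.824 from edgeR), and *Hey2* had a log2 fold change of −0.48 (SE 0.50, adjusted p = 0.56 from edgeR). The receptor genes *Notch1*, *Notch2*, *Notch3* and *Notch4* had log2 fold changes of −0.03, −0.07, −0.35 and −0.86 (SE 0.25, 0.16, 0.28 and 0.46, adjusted p = 0.957, 0.812, 0.442 and 0.214 from edgeR). Of these 7 genes, 0 passed from edgeR or from DESeq2 and 0 had an unadjusted p under 0.05 from edgeR. *Hes5*, another target, was the 1 of 13 tested genes of the pathway with an unadjusted p under 0.05 (log2 fold change −1.75, SE 0.71, adjusted p = 0.109 from edgeR), and without *Commd10 Null* replicate 2 or with all 32 libraries in 1 model it passed (log2 fold change −3.07 and −1.73, adjusted p = 0.0354 and 0.0254 from edgeR, over the alternatives 0.000224 to 0.388). The list of the pathway did not pass (adjusted p = 0.189 from camera in limma).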

Taken together, these data indicate that COMMD1-, COMMD9-, and COMMD10-deficient mice display different underlying reasons for failed embryonic development and suggest that COMMD proteins play different critical roles during embryogenesis.

No direct connection between COMMD10 and Sox10 has been described in the scientific literature. We can only speculate as to how the absence of COMMD10 may lead to lower expression of Sox10 and, sequentially, other genes during embryogenesis. During normal embryogenesis, Sox10 mRNA appears in late gastrulating embryos (mouse E7.5) in the neural crest-forming region, and its gene expression depends on Wnt signaling [57,58]. Sox10 protein was also found to directly interact with β-catenin [59], which is activated in the canonical Wnt signaling pathway (reviewed in [60]). Wnt protein ligands bind to Frizzled family receptors (cell surface Fzd proteins and co-receptor Lrp5/6). 

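Of the Frizzled receptor genes, *Fzd3*, a receptor gene of axon growth and neural tube closure (ENSMUSG00000007989, chromosome 14 of GRCm38 from 65192449 to 65262463), was at 16.2 ± 7.29 CPM (SD, n = 3) in *Commd10 Null* and 59.7 ± 24.9 CPM (SD, n = 10) in WT embryos of E8.5. This is a log2 fold change of −1.87 (SE 0.41, adjusted p = 0.00923 from edgeR). *Fzd9*, a receptor gene of neural progenitors, was at 0.465 ± 0.454 and 2.51 ± 1.80 CPM and did not pass (log2 fold change −2.37, SE 0.85, adjusted p = 0.0721 from edgeR). It passed from DESeq2 and without WT replicate 8 (adjusted p = 0.0197 and 0.0366, over the alternatives 0.0197 to 0.199), and without *Commd10 Null* replicate 1 its log2 fold change was −3.22. *Fzd2* had a log2 fold change of −0.83 (adjusted p = 0.0499 from edgeR), and its call was lost without *Commd10 Null* replicate 1 or 3 and without any 1 of the WT replicates other than 6 and 8 (over the alternatives 0.000368 to 0.238). Of the co-receptor genes, *Lrp5* rose (log2 fold change 0.98, SE 0.25, adjusted p = 0.0188 from edgeR) and *Lrp6* did not pass (log2 fold change 0.22, adjusted p = 0.312 from edgeR). The calls of *Fzd3* and *Lrp5* were lost without *Commd10 Null* replicate 1 (adjusted p = 0.0639 and 0.0911 from edgeR), and that of *Lrp5* without replicate 3 (0.0682, over the alternatives 3.71e-05 to 0.0674 and 0.00683 to 0.402). Of 12 tested Frizzled and Lrp genes, 2 fell and 1 rose (3 and 2 when adjusted over the list alone). The list did not pass (adjusted p = 0.911 from camera in limma), with a median log2 fold change of 0.01 and a mean of −0.25.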

*Commd10^Null^* embryos show significantly lower expression of Fzd3 and Fzd9 suggesting lower Wnt signaling potency. In addition, several Wnt ligands themselves were also dysregulated. There were higher levels of Wnt3 and Wnt9b while there were significantly lower levels of Wnt1, Wnt7a, and Wnt8b, suggesting dysregulation of Wnt signaling pathways in *Commd10^Null^* embryos. 

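*Wnt1*, a ligand gene of the dorsal midbrain and neural tube (ENSMUSG00000022997, chromosome 15 of GRCm38 from 98789857 to 98793837), was at 0.203 ± 0.352 CPM (SD, n = 3) in *Commd10 Null* and 8.22 ± 6.79 CPM (SD, n = 10) in WT embryos of E8.5, a log2 fold change of −5.16 (SE 1.53, adjusted p = 0.0348 from edgeR). *Wnt7a* and *Wnt8b*, ligand genes of the brain, had 1 and 3 counts over the *Commd10 Null* libraries, with WT levels 33.0 and 15.7 times as high (95% counting intervals 5.82 to 1316 and 5.29 to 77.0, adjusted p = 0.0344 and 0.0456 from edgeR). *Wnt3*, a ligand gene of the primitive streak, was at 6.24 ± 5.14 and 2.44 ± 1.11 CPM and did not pass (log2 fold change 1.34, SE 0.48, adjusted p = 0.0699 from edgeR). *Wnt9b*, an epithelial ligand gene, was at 2.35 ± 2.04 and 0.822 ± 0.383 CPM and did not pass either (log2 fold change 1.50, SE 0.57, adjusted p = 0.0857 from edgeR). *Wnt3* passed without *Commd10 Null* replicate 2 and without WT replicate 9 (adjusted p = 0.0418 and 0.0462 from edgeR, over the alternatives 0.0418 to 0.893), and without *Commd10 Null* replicate 3 its log2 fold change was 0.43. *Wnt9b* had a log2 fold change of 0.55 without *Commd10 Null* replicate 2. Of these 5 genes, 3 fell with all libraries, none without *Commd10 Null* replicate 1 or 3, and without replicate 2 1 fell and 1 rose. Without WT replicate 3 all 3 falls were lost, without WT replicate 1 those of *Wnt1* and *Wnt8b*, and without WT replicate 2, 4, 5, 7 or 10 that of *Wnt8b* (over the alternatives 0.000588 to 0.15 for *Wnt1*, 0.00661 to 0.124 for *Wnt7a* and 0.00784 to 0.184 for *Wnt8b*). Of 14 tested Wnt ligand genes, 4 fell and none rose (4 and 2 when adjusted over the list alone), and the list did not pass (adjusted p = 0.198 from camera in limma). The fourth was *Wnt6*, a ligand gene of the surface ectoderm, with a log2 fold change of −0.85 (adjusted p = 0.0456 from edgeR), and its call was lost without any 1 of the *Commd10 Null* replicates or without WT replicate 1, 2, 3, 4, 5, 7 or 10 (adjusted p = 0.0561 to 0.211 from edgeR, over the alternatives 0.0116 to 0.266).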

Wnt1-deficient mice exhibit a range of phenotypes, from early embryonic lethality to survival with severe ataxia [61]. Wnt7a signaling also controls multiple steps of neurogenesis [62]. It is plausible that by being part of the endosomal trafficking process inside the cell, COMMD10 may be involved in Wnt signaling regulation through as yet unknown mechanisms of Fzd receptor recycling or Wnt ligand secretion.

## 4. Limitations of the Study

The results described here characterize the timing of embryonic lethality of *Commd10^Null^* mice and also begin to demonstrate that neural plate developmental delay is the most likely cause of *Commd10^Null^* failed embryogenesis. The differential gene expression profile of *Commd10^Null^* as compared to normally developing WT embryos after E8.5 does not necessarily imply direct associations with COMMD10 deficiency. They rather verify the timing of embryonic failure by E8.5. Broader approaches and detailed analyses of earlier embryos are needed to pinpoint the exact role of COMMD10 in mouse embryogenesis, which are subjects of continued study and outside the scope of the present study.

## 5. Conclusions

Our study demonstrated that COMMD10 deficiency leads to embryonic lethality by day E8.5, most likely due to impaired neural plate and neural crest development processes resulting from the decreased expression of transcription factor Sox10 and several other genes. The molecular mechanism by which COMMD10 upregulates *Sox10* expression remains unknown and merits further investigation.

## Figures and Tables

**Figure 1:**
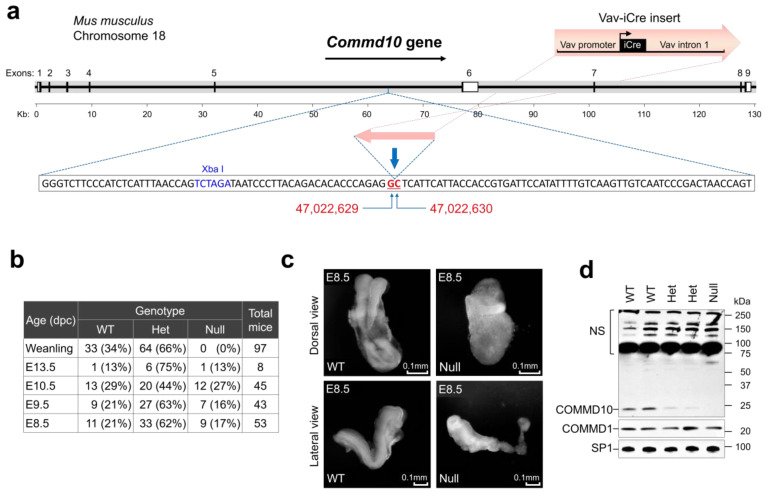
COMMD10 deficiency results in embryonic lethality. (**a**) Schematic drawing (up-to-scale) of the *Commd10* gene on mouse chromosome 18 shown as a thick grey line. Its direction of transcription is indicated by the black arrow above. Coding exons are represented as thin black boxes. Noncoding 5′- and 3′-untranslated regions are shown as open boxes. The Vav-iCre cassette sketch is shown above the track. The sequence around the Vav-iCre cassette insertion site is shown below the gene scheme in an inset window. Flanking the cassette, GC nucleotides are marked by red bold underlined font and indicated by blue arrows. Their exact positions in the genome are designated by numbers from Reference GRCm39 C57BL/6J below the sequence window. (**b**) Genotyping analysis of offspring of heterozygous *Commd10^Het^* mice (Het) mating. *Commd10^Null^* (Null) mice had never been born but embryo genotypes show the expected Mendelian distribution. (dpc): days post-coitus. (**c**) Morphological analysis of WT and *Commd10^Null^* (Null) embryos at E8.5 in dorsal (top panels) and lateral (bottom panels) views. (**d**) Western blot analysis of whole embryo lysates and anti-COMMD10 or anti-COMMD1 antibodies, as indicated. Anti-SP1 antibody was used as the loading control. NS: non-specific bands.

**Figure 2:**
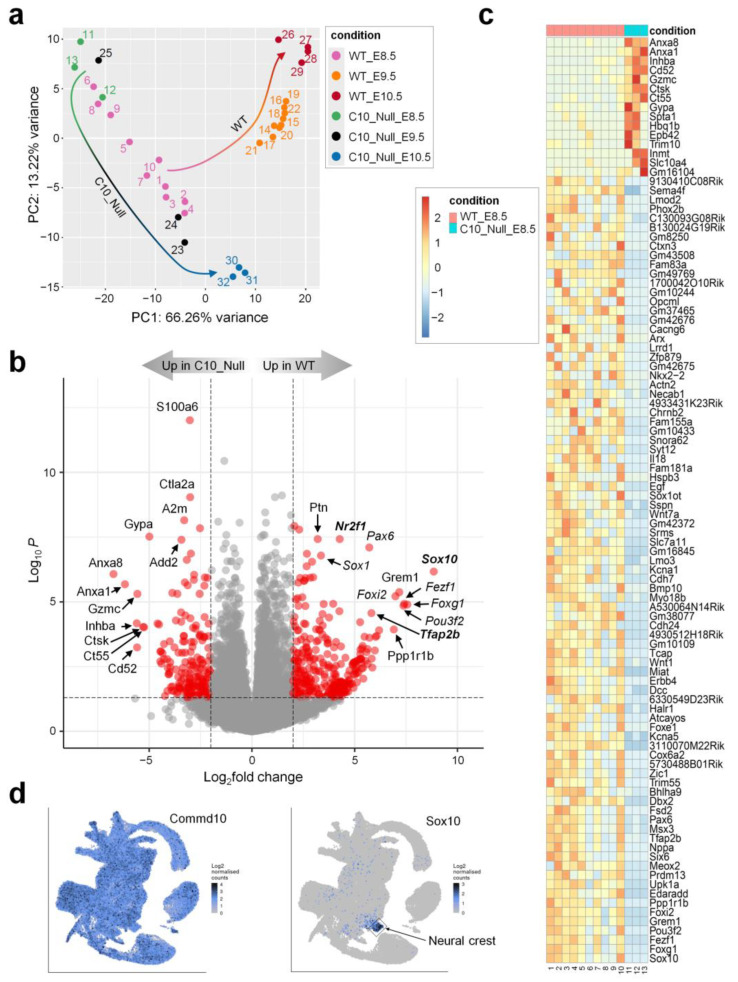
*Commd10^Null^* embryos fail to develop beyond E8.5 due to impaired neural plate and neural crest development. (**a**) PCA plot of RNA-seq analysis in WT and *Commd10^Null^* (C10_Null) embryos at E8.5, E9.5, and E10.5. Sample clusters are shown in different colors. Colored arrows show direction of cluster shifts through E8.5 to E10.5 developmental timeframe for both genotypes. Changing arrow colors correlate with the corresponding sample cluster in a timeframe. (**b**) Volcano plot of RNA-seq analysis visualizing significant DEGs in WT vs. *Commd10^Null^* (C10_Null) E8.5 embryos: magnitude of change (x-axis) vs. statistically significant *p*-values (y-axis). Points that have a fold change less than 2 (log_2_ = 1) are shown in grey. Genes that are transcription factors are marked in italic font. Genes that are expressed in neural crest more highly than in any other cell type are shown in Bold font. (**c**) Heatmap of mRNA expression levels for top 100 significant DEGs in WT vs. *Commd10^Null^* E8.5 embryos by RNA-seq. (**d**) Distribution of *Commd10* and *Sox10* mRNA expression in WT embryos during early embryogenesis in a single-cell molecular map [22]. Presented plots were generated on a single-cell molecular map of mouse gastrulation and early organogenesis at https://marionilab.cruk.cam.ac.uk/MouseGastrulation2018/ (accessed on 2 September 2022). The full legend annotating cell clusters by different colors and the schematic map are shown in Figure S1c.

**Figure 3:**
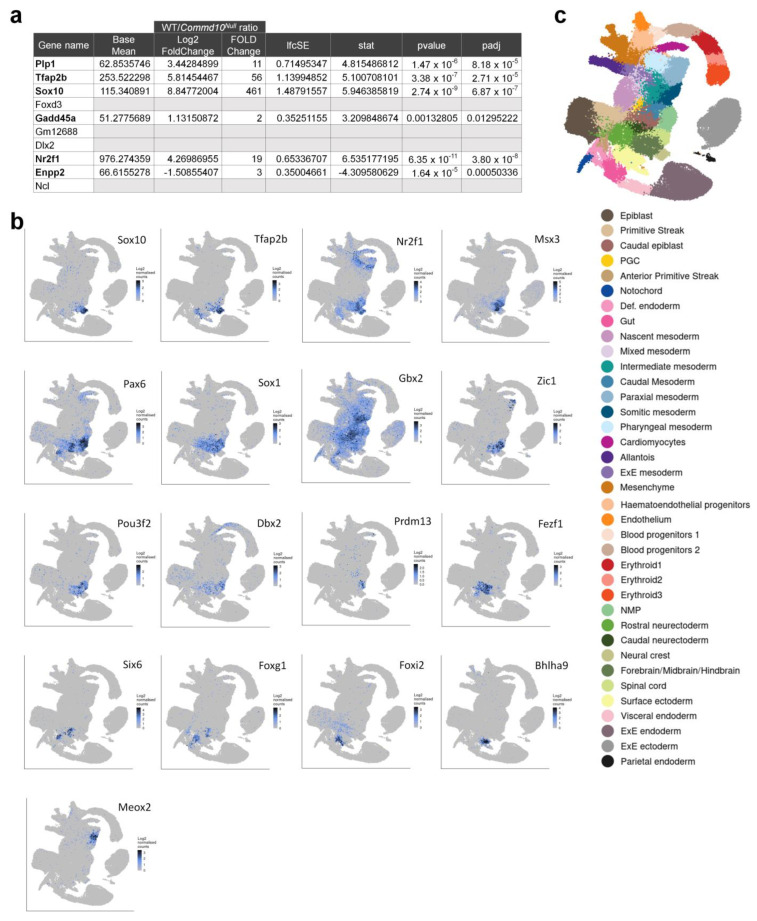
Six of the top ten neural crest-specific markers are differentially expressed in WT versus *Commd10^Null^* embryos. (**a**) Table listing the top ten neural crest-specific markers, genes that are expressed in the neural crest more highly than in any other cell type. Six genes with differential expression in WT and *Commd10^Null^* embryos are shown in bold font. (**b**) Tissue distribution of mRNA expression of different transcription factors in WT embryos during early embryogenesis in the molecular map of whole dataset, as described in (**c**). (**c**) Legend for (**b**) annotating cell clusters by different colors, and a single-cell molecular map of mouse gastrulation and early organogenesis [22] up to day E8.5 of embryogenesis. All presented plots were generated on a single-cell molecular map of mouse gastrulation and early organogenesis at https://marionilab.cruk.cam.ac.uk/MouseGastrulation2018/ (accessed on 2 September 2022).

**Figure 4:**
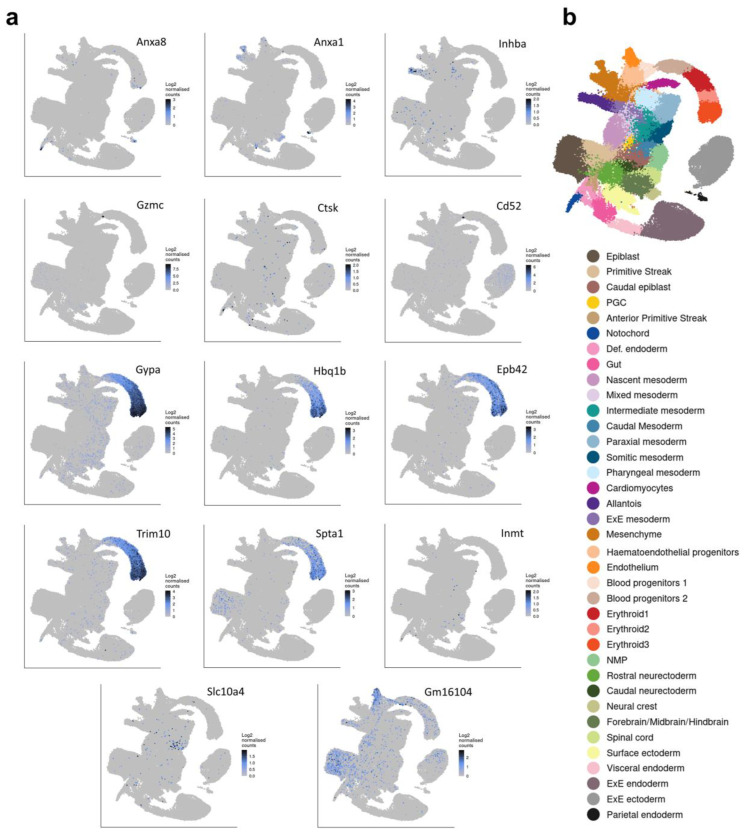
Tissue distribution of 14 genes significantly upregulated in *Commd10^Null^* embryos on E8.5. (**a**) Single-cell molecular maps of mRNA expression in WT embryos for the top 14 genes significantly upregulated in *Commd10^Null^* embryos on E8.5. (**b**) Legend for (**a**) annotating cell clusters by different colors, and a single-cell molecular map of mouse gastrulation and early organogenesis [22] up to day E8.5 of embryogenesis. All presented plots were generated on a single-cell molecular map of mouse gastrulation and early organogenesis. at https://marionilab.cruk.cam.ac.uk/MouseGastrulation2018/ (accessed on 2 September 2022) website.

**Figure 5:**
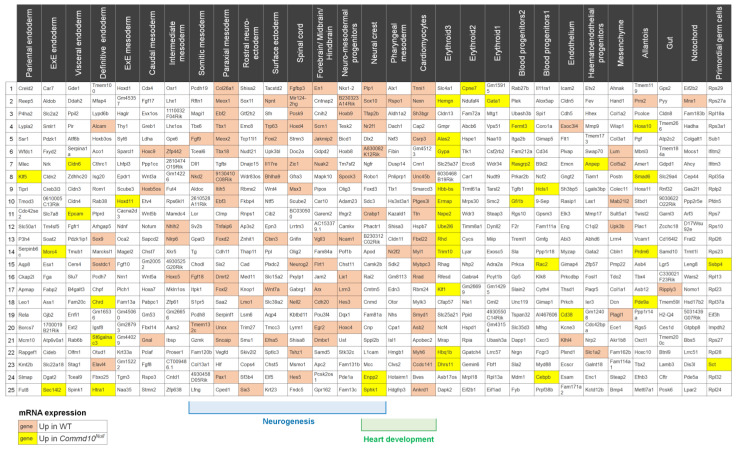
Tissue distribution of differentially expressed genes in *Commd10^Null^* embryos on E8.5. The top row of table lists 29 cell lineages/tissues present in normal mouse embryos at the E8.5 stage of embryogenesis. The columns list the top 25 lineage-specific gene markers for each tissue. All lists were found on a single-cell molecular map of mouse gastrulation and early organogenesis. at https://marionilab.cruk.cam.ac.uk/MouseGastrulation2018/ (accessed on 22 October 2022) website. Genes that are significantly expressed at lower levels in *Commd10^Null^* embryos when compared with WT are shaded in red. Genes with higher expression in *Commd10^Null^* are shaded in yellow. Blue and green brackets below the table mark cell lineages/tissues involved in neurogenesis and heart development, respectively.

## Data Availability

Most data generated or analyzed during this study are included in this published article and its Supplementary Materials. Unprocessed RNA-seq raw data files and processed data files have been deposited on NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216492 (accessed on 13 March 2023). Further information and requests for materials should be directed to and will be fulfilled by the lead contact, Ian F. Dunn ().

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jdb11010013/s1, Figure S1: Complementary information for main figures; Supplementary Tables: GO:Biological Process of the top 15 genes upregulated in *Commd10^Null^* embryos and the GO:Biological Process of the top 20 genes downregulated in *Commd10^Null^* embryos; and a document with Supplementary figure titles and legends.

How the deposited data were processed for this re-analysis (not part of the article)

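The 32 libraries hold 3′ tags of messenger RNA from whole mouse embryos, WT and *Commd10 Null*, at E8.5, E9.5 and E10.5. The authors deposited 1 table of raw counts per Ensembl gene, not normalized, which they made by trimming the reads and aligning them with STAR to coding regions of mm10. Each column of the table was tied to its library by the library number in the sample labels, and 0 value columns were left without a sample. The table has 55414 gene identifiers, of which 52081 matched a symbol in the table of mouse gene names used here, and gene positions come from the GENCODE annotation of GRCm38, whose release need not be the one the authors used. The 3333 identifiers without a symbol hold 13.5% of all counts, 13.4% in the 1 most abundant of them and 0.0274% in the others, and 67 symbols belong to 2 or more identifiers. All identifiers entered the library sizes and tests. Mitochondrial genes held 1.22 to 3.15% of the counts in WT E8.5 and 2.17 to 2.85% in *Commd10 Null* E8.5 libraries, 3.29 to 4.22% and 1.77 to 3.65% at E9.5, and 3.38 to 4.29% and 1.64 to 1.78% at E10.5, where the groups did not overlap. No pair of libraries of a group had counts within sampling noise of each other (chi-square per gene 2.87 to 73.8). This argues against copies of the same library, but cannot tell whether 2 libraries share an embryo or a litter. Each library was counted as 1 replicate.

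*Commd10 Null* was compared with WT within each stage by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors and the default filter on low counts (10 counts at the median library size in as many libraries as the smaller group, and 15 in total). P-values were adjusted over all genes tested by Benjamini-Hochberg, a gene passed at 0.05 or less, and a DEG also had a log2 fold change of at least 1 in size, the thresholds of the paper. CPM values were scaled by TMM within a stage. Against a group with no count, a fold was given as a lower bound from a floor of 3 counts over the group, and with 1 to 3 counts as a ratio with an exact 95% counting interval. The difference between stages was tested as an interaction in 1 edgeR model of all 32 libraries. The 33 lists of cell types and pathways were tested with camera in limma 3.58.1 at a preset correlation of 0.01, where at least 5 members passed the filter. The PCA used the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0. The developmental score used 200 genes each way and log2 CPM with a prior count of 2. Single values were compared by exact permutation, or with 1e+05 permutations within the 10 WT E8.5 libraries, and shared controls were simulated 20 times (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9).

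The edgeR step was tested on simulated data with the means and library sizes of the E8.5 libraries. Of 50 genes changed 2-fold 26 passed, as did 37 of 50 at 4-fold, 40 at 8-fold and 43 at 16-fold, all with the right sign, and of 13599 unchanged genes 5 passed. Genes with few counts were left untested by the filter, and a count of 0 in a group of 3 libraries sets only an upper limit on its level.

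The named genes are those that the paper names in its text, in Figure 3a, in the labels of Figure 2b and in Figure 4, whose values in the paper had been seen. To these were added, per stage, the 10 DEGs with the largest increase and the 10 with the largest decrease among DEGs in which every *Commd10 Null* library lay beyond every WT library, and up to 4 members with the smallest p as examples of a list. The designs, lists and this rule were fixed before the data were examined. The alternatives were the Wald test of DESeq2, RLE factors, library sizes without factors, leaving out globin genes, no filter, a stricter filter of 50 counts in 3 libraries, all 32 libraries in 1 model, the replicate number as a block, the developmental score as a covariate, no minimum of the fold change, and leaving out each library in turn. Leaving out the most abundant identifier, and 1 library from the centroids of the PCA, were added after seeing the data. For the lists, an estimated correlation, fry and library sizes without factors were tried, for the PCA log2 CPM of all genes past the filter and leaving out globin genes, and for the developmental score genes of another step and 50 genes each way. Some genes are not reported here, and the numbers of genes include them. The RT-qPCR, Western blot and histology of the paper, the reads, and the terms of its Figure 5 were not analysed here.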

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

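Tests of a few genes taking most of the counts, of the normalization of *Commd10* and of genes at any of its exons, of maternal lists rising together, and both tests with a score from WT E8.5 to WT E9.5 were chosen after the result was seen.

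*Gzmc*, *Prl8a2* and *S100a8*, used in uterine natural killer cells, decidua and adult blood, were higher in *Commd10 Null* embryos at E8.5 with other genes of these tissues, while the decidual and adult blood lists did not pass with an estimated correlation (adjusted p = 0.0926 and 0.113) and that of natural killer cells was not tested. A younger stage of these embryos is argued against only as far as the scores of WT E8.5 libraries reach. A regression within WT E8.5 on a score of genes of the step from WT E8.5 to WT E9.5 predicted −2.63% of the median log2 fold change of the 11 called members of these lists (−9.33 to 4.53% without any 1 WT library). *Commd10 Null* scores (−1.81 to −1.46) lay mostly below the WT range (−1.51 to −0.394). The members were chosen as higher in *Commd10 Null* embryos, and those with few counts in WT embryos can show little slope there. *Commd10 Null* replicate 2, at −1.46 within the WT range, had a mean level of the decidual list of 4.42 log2 CPM, against 2.50 to 3.41 in WT libraries. The planned developmental score predicted 24.3% (9.49 to 38.4%), which alone excludes nothing. RNA of maternal tissue carried over with the embryos stays open: the 434 other genes higher in *Commd10 Null* embryos had a median partial correlation of −0.109 with the maternal lists within WT E8.5, under that of 1000 random lists (median 0.0249), a result that the test had named beforehand as speaking against it, but these genes need not come from maternal cells and the test does not reach the pattern's own members. The decidual list was not shown to rise with the other maternal lists within WT E8.5 (r = 0.370, n = 10, permutation p = 0.292, adjusted p = 0.389 over 4 relations, rho = 0.515, permutation p = 0.133, and r = 0.492 without the 2 farthest libraries), so that carry-over and a change in the embryos' own cells, which was not tested, cannot be told apart.

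Neural crest and neural plate genes were lower in *Commd10 Null* embryos at E8.5. A few genes taking most of the counts are argued against: with library sizes only the median log2 fold change of 25 called members was −3.42 and that of the 13774 other tested genes −0.046 (SD 0.81), whereas such a shift would lower the other genes alike. A younger stage stays open: on the score of the step from WT E8.5 to WT E9.5, the regression within WT predicted 64.6% of their observed median (48.8 to 78.4% without any 1 WT library, a predicted −1.59 and an observed −2.47 as differences of mean log2 CPM), between the bounds set for the test. Within WT E8.5, *Sox10* rose with this score (r = 0.911, n = 10, permutation p = 0.00047, adjusted p = 0.00094 over 4 relations, rho = 0.782, permutation p = 0.011, and r = 0.843 without the 2 farthest libraries). The planned developmental score predicted −42.1% (−68.7 to −14.1%), which the test had named as speaking against a younger stage, but that score ran opposite to the other at E8.5 and was not shown to follow *Sox10* within WT (r = 0.345, n = 10, permutation p = 0.331, adjusted p = 0.441 over 4 relations, rho = 0.273, permutation p = 0.446, and r = −0.126 without the 2 farthest libraries), so that a younger stage and a loss specific to the neural plate, which was not tested, cannot be told apart.

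The *Commd10* count was higher in *Commd10 Null* embryos at all 3 stages (log2 fold changes 1.02, 0.69 and 0.84), a signal the paper does not report. Reads of an overlapping gene are argued against, since 0 annotated genes overlap the last exon of Commd10-201 and 0 any exon of the 11 annotated transcripts of *Commd10*, and so is normalization as the whole cause, since *Commd10* passed at each stage under 5 ways of normalizing, the lowest end of the 95% intervals being 0.246 (E9.5, library sizes only). Strain differences in DNA linked to the transgene stay open: within 5 Mb, 1 of 28 genes (*Dmxl1*; 3.57%, exact 95% interval 0.0904 to 18.3%) passed in the same direction at all 3 stages, against 512 of 12629 other genes (4.05%; Fisher's exact p = 1), too few for a bound. The share of normalization in the size of the rise stays open as well: with library sizes only the log2 fold changes were 1.00, 0.50 and 0.70 (SE 0.10, 0.13 and 0.10), and the smallest lay between the bounds set for the test. Transcription of *Commd10* from the transgene, a biological explanation the design gives, was not tested.

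At E9.5 and E10.5 the text of the paper gives the PCA and the RT-qPCR of *Sox10*, and no numbers of DEGs. There were 2295 DEGs at E9.5 and 2071 at E10.5, besides 711 at E8.5. Splits of the libraries of a stage into groups of the same sizes were set against the real one by their number of DEGs. Only the real one gave as many: 1 of 100 drawn of 286 at E8.5, 1 of 100 drawn of 220 at E9.5 and 1 of 35 at E10.5. These are the smallest shares that so many splits can give, and they make a random grouping of the libraries unlikely. They cannot tell the genotype from a litter or batch, which the sources used here do not give. The highest of the other splits gave 2, 271 and 2 DEGs, that of E9.5 with WT replicate 4 grouped with *Commd10 Null* replicates 2 and 3. The effect of the genotype differed between stages by an interaction term in 1677 of 15057 genes between E9.5 and E8.5 (939 higher and 738 lower at E9.5), in 2792 between E10.5 and E8.5 (1544 and 1248), and in 1158 between E10.5 and E9.5 (546 and 612). The first of these numbers was 1090 without *Commd10 Null* E8.5 replicate 3. The last was 600 and 676 without *Commd10 Null* E10.5 replicate 3 and 1, and 1955 without *Commd10 Null* E9.5 replicate 2.

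Single libraries far from the rest of their group were found in 16 of 120 groups of values, where chance gives about 6. In WT E9.5, replicate 8 lay at 12.6 on PC1 (next 16.0), and was highest for *Amn* at 4.02 CPM (next 1.89), *Pdzk1* at 1.63 (0.698) and *4933402E13Rik* at 1.13 (0.408). Also in WT E9.5, *Ascl2* stood at 1.16 CPM in replicate 9 (0.272) and *Neurod4* at 19.3 in replicate 6 (9.76). In WT E8.5, replicate 10 was highest for *Fzd9* at 7.03 CPM (next 3.10), *Wnt9b* at 1.73 (1.06), *Ctla2a* at 17.6 (9.16) and *A2m* at 14.7 (8.55), and replicate 8 for *Notch2* at 61.7 (43.2) and *Cyp3a13* at 0.939 (0.358). *Ppp1r1b* stood at 8.66 CPM in WT E8.5 replicate 1 (4.52). In WT E10.5, *Fcmr* stood at 0 CPM in replicate 2 (next 0.367) and *Srrm3* at 10.0 in replicate 3 (6.05).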

How the results depend on the processing

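Leaving out the most abundant identifier, and a library from the PCA centroids, were chosen after seeing the data. The first gave 723, 2305 and 2058 DEGs at E8.5, E9.5 and E10.5, against 711, 2295 and 2071. Of these numbers, those that moved by over 1.5 times were 1067 at E8.5 with all 32 libraries, 1337 and 1275 at E9.5 and E10.5 with the stricter filter, which tests fewer genes, and 1876, 5068 and 5724 with no minimum of the fold change, which drops a criterion. With the developmental score as a covariate they were 59 at E8.5 and 274 at E9.5, and the score itself differed between the genotypes. Without factors the DEGs at E9.5 were 937 higher and 1409 lower (39.9% higher, against 54.9%). Apart from the replicate block and single libraries left out, other settings stayed within 1.5 times, DESeq2 with 891, 2831 and 2304. Leaving out 1 library gave 180 (without *Commd10 Null* replicate 1) to 915 (without WT replicate 6) DEGs at E8.5, with 392 without *Commd10 Null* replicate 3.

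With the replicate block there were 1191, 568 and 1933 DEGs at E8.5, E9.5 and E10.5. The numbers do not pair the libraries: correlations of deviations within a number ran from −0.0657 to 0.111, and in 0 of 9 cases was the best partner of its own number.

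Of the top 100 DEGs at E8.5, 36 were lower with no filter, and 21 (without *Commd10 Null* replicate 1) to 74 (without replicate 2) on leaving out 1 library. Lists past the test with an estimated correlation were 0 at E8.5, 7 at E9.5 and 2 at E10.5, of 21, 18 and 15, and fry had 19, 24 and 22. PC1 and PC2 held 38.8% and 9.83% with log2 CPM, and 67.4% and 12.9% without globin genes. The mean distance of *Commd10 Null* E9.5 libraries from their centroid, 12.3 units, was 1.81 (without replicate 3) to 14.7 (without replicate 2), and that of WT E8.5 libraries, 8.29 units, was 7.16 (without replicate 6) to 8.99 (without replicate 7). The interactions of E9.5 against E8.5 ran from 1090 (without *Commd10 Null* E8.5 replicate 3) to 2311 (without *Commd10 Null* E9.5 replicate 3), and those of E10.5 against E9.5 from 600 (without *Commd10 Null* E10.5 replicate 3) to 1955 (without *Commd10 Null* E9.5 replicate 2). The developmental score differed at E8.5 by −0.659 with genes of the other step (reversed), 0.425 with 50 genes each way, and 0.260 (without *Commd10 Null* replicate 3) to 0.393 (without replicate 1).

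Among those reversed with the score as a covariate were *Fgf5* (−0.51) and *Nanog* (−0.10) at E8.5, *Rhox6* (−0.33), *Pdzk1* (−0.068), *4933402E13Rik* (−0.11) and *Heyl* (0.44) at E9.5, and the Hox list at E8.5 (adjusted p = 0.000114 from camera, over its alternatives 0.000114 to 0.586). Also at E9.5, *Trim10* for example ran from −3.07 (without *Commd10 Null* replicate 3, reversed) to 1.42 (without replicate 1). Apart from the causes named, the cause was not tested.

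Of named genes at E8.5, 163 kept direction and side of the threshold with DESeq2 while 6 lost and 10 gained the call, and with the covariate 60 kept and 118 lost it. Over the 3 *Commd10 Null* libraries left out, 363 kept, 170 lost and 7 gained it. At E9.5 and E10.5 these were 501, 8 and 14, and 560, 19 and 6. Counts per library limit calls to genes past the filter.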

Differences from the paper's values

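Only the PCA distances without 1 library were chosen after the result was seen. Of the 100 DEGs of E8.5 ranked by the size of the fold change (Figure 2c), the paper gives 15 higher in *Commd10 Null* embryos, and 38 were found here. This number differed from the paper's also under each of the 7 alternatives for which it was counted, all set before the data were examined: 23 with DESeq2, 23 with all 32 libraries in 1 model, 64 with no filter, 48 with the stricter filter, and 79, 26 and 75 without *Commd10 Null* replicate 1, 2 and 3. The paper gives 85 lower, and 62 were found here (77 with DESeq2, 36 with no filter, 52 with the stricter filter, and 21, 74 and 25 without *Commd10 Null* replicate 1, 2 and 3). Its folds of *Sox10*, 461 lower, and of *Gzmc* and *Inhba*, 48 and 49 higher, stand beside a lower bound of 85.9 (57.1 and 54.9 without *Commd10 Null* replicate 1 and 2) and fitted ratios of 41.3 (17.2 without *Commd10 Null* replicate 2) and 38.0, or 47.3 and 48.4 from DESeq2.

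The paper counts 6 of its 10 neural crest markers as differentially expressed. Here 6 passed, *Ncl* with a log2 fold change under 1 in size among them, and 5 were DEGs. With DESeq2 or with all 32 libraries 6 were DEGs, and 7 with the replicate block, while 0 with the developmental score as a covariate and 1, 3 and 1 were without *Commd10 Null* replicate 1, 2 and 3. *Gadd45a* is among those the paper calls lower, and had an adjusted p of 0.064 from edgeR and a log2 fold change of 1.15 as WT over *Commd10 Null*, about 1.1 in Figure 3a, read by eye (0.0289 from DESeq2, 0.0367 with all 32 libraries, 0.0189 with the replicate block, 0.0268 and 0.0225 without WT replicate 6 and 8, over the alternatives 0.0189 to 0.241). Those of *Tfap2b* and *Nr2f1*, about 5.8 and 4.3 in Figure 3a, read by eye, were 5.71 and 4.27 here (6.52 and 5.14 with the score as a covariate).

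Of the transcription factor genes of neurogenesis that the paper lists as lower, 13 of 15 passed here. *Gbx2* had an adjusted p of 0.242 (edgeR, over the alternatives 0.131 to 0.656). *Six6* had 0.0743, and passed with DESeq2 (0.0352), all 32 libraries (0.0455), the replicate block (0.0249) and without WT replicate 8 (0.0482, over the alternatives to 0.205). Of the 5 Wnt ligand genes that the paper calls changed, 3 passed, and *Wnt3* and *Wnt9b* had adjusted p of 0.0699 and 0.0857 (edgeR). *Wnt3* passed without *Commd10 Null* replicate 2 or WT replicate 9 (0.0418 and 0.0462, to 0.893 over the alternatives), and *Wnt9b* with all 32 libraries (0.0327, to 0.669). *Fzd9*, which the paper calls lower, had an adjusted p of 0.0721 (edgeR) and passed with DESeq2 (0.0197), all 32 libraries (0.0201) and without WT replicate 8 (0.0366, to 0.199).

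The paper names *Sox10* as the most significantly lower gene, and ranked its top DEGs by the size of the log2 fold change. *Sox10* had no count in *Commd10 Null* embryos, so that its fold has only a lower bound and no rank here (adjusted p = 0.0293 from edgeR). Other genes had a smaller p, such as *Fabp5* (−1.29, adjusted p = 0.000248 from edgeR) and *Mdk* (−1.14, adjusted p = 0.000796 from edgeR). An order by this p does not bear on a rank by fold change. The paper describes its RT-qPCR of *Sox10*, with *Gapdh* as the internal control, as highest at E8.5, with the largest gap between the genotypes then. In the counts of WT embryos *Sox10* was at 11.3 CPM at E8.5, 24.9 CPM at E9.5 and 25.1 CPM at E10.5. These values are scaled within each stage and not to *Gapdh*, so that the 2 measures differ in their reference. *Commd10 Null* libraries held no count of *Sox10* at E8.5, 0 to 7 counts at E9.5 and 73 to 114 at E10.5.

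The paper describes the clusters other than WT E8.5 as tight and free of overlap in the PCA. Here *Commd10 Null* E9.5 libraries had the largest mean distance from their centroid, 12.3 units, against 8.29 units in WT E8.5. Replicate 3 alone made this distance, and without it the other 2 lay 1.81 units from their centroid. The paper finds no growth factor among its most increased genes, while *Inhba* (log2 fold change 5.25), which encodes a growth factor subunit, was here among the 10 largest increases in which every *Commd10 Null* library lay above every WT library. *Hbq1b*, *Epb42*, *Trim10*, *Anxa1*, *Ctsk*, *Cd52*, *Inmt*, *Slc10a4* and *Gm16104*, which the paper calls higher, were removed by the filter and have no test here. All of these passed with no filter and with all 32 libraries, and *Anxa1* with DESeq2.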

Other observations

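No test in this part was chosen after the result was seen. At E9.5, neural and somite genes were lower and HIF1 target genes and those of extraembryonic tissue higher in *Commd10 Null* embryos. Of 19 genes of neuronal differentiation 15 fell and none rose (15 and none when adjusted over the list alone), and of 34 neural plate regulators 25 fell and none rose (26 and none), at an adjusted p = 4.75e-19 and 1.48e-32 from camera in limma, and adjusted p = 0.0453 and 0.00232 with an estimated correlation. *Hes5*, a Notch target gene of neural progenitors, had a log2 fold change of −4.42 (SE 0.21, adjusted p = 2.44e-09 from edgeR). Of 18 somite genes 13 fell and none rose (13 and none when adjusted over the list alone), among them *Meox1* at 4.89 ± 2.23 CPM (SD, n = 3) against 51.6 ± 8.86 CPM (SD, n = 9) in WT embryos (adjusted p = 3.03e-07 from edgeR), and the list passed at 6.4e-12 from camera (adjusted p = 0.0181 with an estimated correlation). Of 26 HIF1 target genes 21 rose and none fell (21 and none when adjusted over the list alone), at an adjusted p = 1.05e-16 from camera and adjusted p = 0.00232 with an estimated correlation. *Slc2a1*, the glucose transporter gene, was at 1446 ± 87.6 CPM (SD, n = 3) against 396 ± 57.0 CPM (SD, n = 9), a log2 fold change of 1.87 (adjusted p = 2.51e-08 from edgeR). All 15 tested genes of visceral and yolk sac endoderm rose (15 when adjusted over the list alone), at an adjusted p = 3.59e-08 from camera and adjusted p = 0.268 with an estimated correlation. Of this list, *Ttr* and *Amn* were far higher in *Commd10 Null* replicate 3 than in the other *Commd10 Null* libraries of E9.5. *Ttr* had a log2 fold change of 5.70 (adjusted p = 1.06e-05 from edgeR), and 3.84 without *Commd10 Null* replicate 3, and its call was lost with the developmental score as a covariate (1.965, adjusted p = 0.442 from edgeR, over the alternatives 1.49e-10 to 0.442). Of 21 genes of cholesterol synthesis and uptake 15 fell and none rose (16 and none when adjusted over the list alone), at an adjusted p = 4.02e-07 from camera and adjusted p = 0.187 with an estimated correlation. *Hmgcs1*, an enzyme gene of its early steps, was at 100.5 ± 24.1 CPM (SD, n = 3) against 292 ± 42.9 CPM (SD, n = 9; adjusted p = 7.65e-06 from edgeR).

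At E10.5 HIF1 target genes and genes of heart muscle were higher and those of neurons, red blood cells and macrophages lower in *Commd10 Null* embryos, in which mitochondrial genes held 1.64 to 1.78% of the counts, against 3.38 to 4.29% in WT embryos. All 26 tested HIF1 target genes rose (26 when adjusted over the list alone), at an adjusted p = 5.47e-49 from camera in limma and adjusted p = 0.0239 with an estimated correlation. *Ldha*, a lactate dehydrogenase gene, was at 2342 ± 131 CPM (SD, n = 3) against 696 ± 47.5 CPM (SD, n = 4), and *Hk2*, a hexokinase gene, had a log2 fold change of 2.27 (adjusted p = 1.5e-09 and 1.81e-09 from edgeR). Of 22 cardiomyocyte genes 21 rose and 1 fell (21 and 1 when adjusted over the list alone), at an adjusted p = 4.02e-39 from camera and adjusted p = 0.0840 with an estimated correlation. *Nkx2-5*, a heart transcription factor gene, was at 57.1 ± 6.40 CPM (SD, n = 3) against 5.602 ± 1.29 CPM (SD, n = 4; adjusted p = 4.26e-09 from edgeR). Of 19 genes of neuronal differentiation 18 fell and none rose (18 and none when adjusted over the list alone), at an adjusted p = 7.83e-42 from camera and adjusted p = 0.0239 with an estimated correlation. *Tubb3* was at 6.14 ± 1.28 CPM (SD, n = 3) against 182 ± 41.7 CPM (SD, n = 4; adjusted p = 1.5e-09 from edgeR). Of 26 erythroid genes 21 fell and 1 rose (21 and 1 when adjusted over the list alone), at an adjusted p = 6.86e-12 from camera and adjusted p = 0.1996 with an estimated correlation. *Hba-a1*, which can share tags with *Hba-a2*, had a log2 fold change of −3.83 (adjusted p = 8.91e-09 from edgeR). Of 11 macrophage genes 8 fell and none rose (8 and none when adjusted over the list alone), at an adjusted p = 6.57e-06 from camera and adjusted p = 0.192 with an estimated correlation. *Cx3cr1*, a chemokine receptor gene of macrophages, had 1 count in the *Commd10 Null* libraries, with a WT level 262 times as high (95% counting interval 46.8 to 10388). The developmental score at E10.5 was −4.24 ± 0.178 (SD, n = 3) in *Commd10 Null* and −0.933 ± 0.313 (SD, n = 4) in WT embryos, which also built the score. In WT embryos of E8.5 it was −4.98. The paper describes mutants of E9.5 and E10.5 as degrading, with signs of resorption. Differences at E9.5 and E10.5 therefore cannot be told apart from those of stage, tissue make-up or decay.

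At E8.5, some subunits of the complexes that the COMMD proteins belong to or work with rose. Of 24 tested genes of the CCC, Retriever, Retromer and WASH complexes, *Commd10* among them, 8 rose and none fell (10 and none when adjusted over the list alone), at an adjusted p = 8.31e-06 from camera in limma and adjusted p = 0.113 with an estimated correlation. The median log2 fold change of the list was 0.34, and the only DEG was *Commd10* itself. *Vps26a*, a Retromer gene, was at 93.5 ± 2.26 CPM (SD, n = 3) against 52.2 ± 10.1 CPM (SD, n = 10; adjusted p = 0.00268 from edgeR). Of 16 genes of the integrated stress and unfolded protein response 6 rose and 2 fell (8 and 3 when adjusted over the list alone), of 16 p53 target genes 5 rose and 1 fell (5 and 1), of 10 copper handling genes 3 rose (6), and of 12 gut endoderm genes 3 rose (6), with none of the last pair of lists falling. These passed at an adjusted p = 0.00647, 0.0169, 0.0113 and 0.00647 from camera in limma, with adjusted p = 0.113, 0.113, 0.236 and 0.113 with an estimated correlation. Lists of Wnt target genes, cholesterol synthesis, the cell cycle, Hox genes, NF-κB target genes and the endothelium did not pass (adjusted p = 0.161, 0.0754, 0.0522, 0.0523, 0.235 and 0.697 from camera in limma).

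DEGs were shared between E10.5 and E9.5 in 399 genes higher and 464 lower in *Commd10 Null* embryos, where independent lists would share 77.6 and 74.9. Between E10.5 and E8.5 they were 52 and 84, where independent lists would share 23.4 and 16.4. No library is in both comparisons of a pair.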
